# Leptin Signaling in the Ovary of Diet-Induced Obese Mice Regulates Activation of NOD-Like Receptor Protein 3 Inflammasome

**DOI:** 10.3389/fcell.2021.738731

**Published:** 2021-11-03

**Authors:** Marek Adamowski, Karolina Wołodko, Joana Oliveira, Juan Castillo-Fernandez, Daniel Murta, Gavin Kelsey, António M. Galvão

**Keywords:** ovary, inflammation, obesity, NLRP3 inflammasome, leptin

## Abstract

Obesity leads to ovarian dysfunction and the establishment of local leptin resistance. The aim of our study was to characterize the levels of NOD-like receptor protein 3 (NLRP3) inflammasome activation in ovaries and liver of mice during obesity progression. Furthermore, we tested the putative role of leptin on NLRP3 regulation in those organs. C57BL/6J female mice were treated with equine chorionic gonadotropin (eCG) or human chorionic gonadotropin (hCG) for estrous cycle synchronization and ovary collection. In diet-induced obesity (DIO) protocol, mice were fed chow diet (CD) or high-fat diet (HFD) for 4 or 16 weeks, whereas in the hyperleptinemic model (LEPT), mice were injected with leptin for 16 days (16 L) or saline (16 C). Finally, the genetic obese leptin-deficient *ob/ob* (+/? and −/−) mice were fed CD for 4 week. Either ovaries and liver were collected, as well as cumulus cells (CCs) after superovulation from DIO and LEPT. The estrus cycle synchronization protocol showed increased protein levels of NLRP3 and interleukin (IL)-18 in diestrus, with this stage used for further sample collections. In DIO, protein expression of NLRP3 inflammasome components was increased in 4 week HFD, but decreased in 16 week HFD. Moreover, NLRP3 and IL-1β were upregulated in 16 L and downregulated in *ob/ob.* Transcriptome analysis of CC showed common genes between LEPT and 4 week HFD modulating NLRP3 inflammasome. Liver analysis showed NLRP3 protein upregulation after 16 week HFD in DIO, but also its downregulation in *ob/ob−/−*. We showed the link between leptin signaling and NLRP3 inflammasome activation in the ovary throughout obesity progression in mice, elucidating the molecular mechanisms underpinning ovarian failure in maternal obesity.

## Introduction

Obesity leads to chronic systemic inflammation, a process mostly promoted by the continuous expansion of adipose tissue (Hotamisligil and Erbay, 2008; Odegaard and Chawla, 2008). Importantly, obesity is strongly linked to reproductive failure and infertility in women (Chu et al., 2007). The ovaries of mice fed a high-fat diet (HFD) show increased apoptosis and fewer mature oocytes (Jungheim et al., 2010). Furthermore, we have recently identified a striking link between maternal body weight in diet-induced obese (DIO) mice and global gene expression in cumulus cells (Wołodko et al., 2020). Other readouts of ovarian failure during maternal obesity comprise lipotoxicity, endoplasmic reticulum (ER) stress, and mitochondrial dysfunction (Wu et al., 2010). Ultimately, impaired ovarian function in obese mothers determines poor oocyte quality and abnormal embryo development (Minge et al., 2008), as obesity in women has been largely associated with failure in embryo implantation and abortion (Chu et al., 2007; Robker, 2008; Penzias, 2012). Thus, ovarian failure and decreased oocyte quality contribute to infertility in obese mothers.

Maternal obesity has other implications beyond infertility. The impact of maternal of obesity in offspring health represents a greater economic and social burden. Fetal congenital abnormalities were reported in obese mothers (Samuelsson et al., 2008). Furthermore, reports suggested also increased predisposition to cardiovascular disease (Loche et al., 2018) and type 2 diabetes (Blüher, 2019) in the offspring born from obesity mothers. Therefore, maternal obesity presents major long-term implications for offspring development and health.

The white adipose tissue (WAT) is a major endocrine organ and, alongside skeletal muscle and the liver, regulates whole body insulin sensitivity and glucose homeostasis (Czech, 2020). Maternal obesity is associated with systemic hormonal imbalance, largely characterized by excessive expansion of white adipose tissue and increased circulating levels of insulin, cholesterol, and leptin (Wołodko et al., 2020), among others. We have recently demonstrated that the establishment of leptin resistance in the ovaries of mice treated with HFD (Wołodko et al., 2020) was mostly mediated by suppressor of cytokine signaling 3 (SOCS3). Hence, early increase in ovarian leptin signaling and overexpression of SOCS3 protein after 4 weeks of DIO, was followed by failure in leptin receptor (ObR) b activation and leptin resistance after 16 week DIO (Wołodko et al., 2020). Furthermore, leptin is a well-known regulator of ovarian function (Karlsson et al., 1997; Ryan et al., 2002), with the aforementioned changes in leptin signaling in the ovaries of obese mothers potentially affecting major functional events like follicular pool activation, oocyte maturation, and ovulation (Wołodko et al., 2021).

The inflammasome is a large intracellular protein complex that contains a cytosolic pattern recognition receptor. Among NOD-like receptors (NLR), the NLR protein 3 (NLRP3) inflammasome has been best characterized as a complex of proteins responsible for controlling the activity of two proinflammatory cytokines interleukin (IL)-1β and IL-18 (Martinon et al., 2002; Davis et al., 2011; De Nardo and Latz, 2011). Activation of the pattern recognition receptor NLRP3 can be accomplished through two major signals: (i) priming signal, induced by the Toll-like receptor (TLR)/nuclear factor (NF)-κB pathway, and (ii) pathogen-associated molecular patterns (PAMPs) and damage-associated molecular patterns (DAMPs) leading to assembly of inflammasome (Martinon et al., 2002; Lamkanfi and Dixit, 2014). Both mechanisms lead to the recruitment of the adapter apoptosis-associated speck-like protein containing a C-terminal caspase recruitment domain (ASC), resulting in the activation of pro-caspase-1 (CASP1) and cleavage into the active form (Davis et al., 2011). The formation and activation of the inflammasome is possible through ASC, which links NLRP3 to CASP1 by means of its pyrin and caspase recruitment domain motifs (Martinon et al., 2006). Finally, activated CASP1 is known to process the maturation of IL-1β and IL-18 into active cytokines (Lamkanfi, 2011). Importantly, obesity and insulin resistance (IR) have been associated with inflammation and subsequent activation of NLRP3 inflammasome (Traba and Sack, 2017). The onset of inflammasome activation was also shown to be mediated by factors like glucose, ceramide, uric acid, or lipopolysaccharide (LPS) (Stienstra et al., 2012; Traba and Sack, 2017). Furthermore, secondary signals like extracellular ATP inducing K+ efflux, DAMPs/PAMPS leading to reactive oxygen species (ROS) production can also activate NLRP3 inflammasome (Shao et al., 2015; Tõzsér and Benkõ, 2016). Saturated free fatty acids (FFAs) were equally linked to inflammasome activation through both signals (Wen et al., 2011), as increased levels of FFAs are a general feature of obesity, IR, or type-2 diabetes (Boden, 2002; Krebs and Roden, 2005). More recently, a link has been also established between NLRP3 inflammasome activation and levels of leptin signaling in various cellular contexts (Fu et al., 2017), substantiating leptin proinflammatory role (Cauble et al., 2018).

A recent report has shown the presence of NLRP3 inflammasome components at ovarian level during follicular development in mice, suggesting its involvement in ovulation (Z. Zhang et al., 2019). Most importantly, NLRP3 was also suggested to be involved in the pathophysiology of polycystic ovary syndrome (PCOS) (Rostamtabar et al., 2020). Therefore, we presently hypothesize that the regulation of NLRP3 in the ovary of obese mice is mediated by local leptin signaling. We first confirmed that NLRP3 inflammasome expression profile changed in the ovaries of cyclic mice. Subsequently, we revealed that NLRP3 inflammasome components were differently expressed in the ovaries of 4- and 16- week DIO mice. Furthermore, using a mouse model of pharmacological hyperleptinemia (LEPT) and a genetic obese mouse, which lacks leptin (*ob/ob*), we demonstrated the association between levels of leptin signaling and NLRP3 inflammasome activation in the ovary of obese mice. Moreover, we re-analyzed the transcriptome of cumulus cells (CCs) from DIO and LEPT models and concluded that leptin treatment upregulated genes associated with NLRP3 inflammasome in CCs. Finally, we studied the NLRP3 inflammasome component expression in the liver of DIO, LEPT, and *ob/ob* mice. We observed a consistent downregulation in NLRP3 inflammasome activity in *ob/ob*, which are obese and lack leptin, denoting once more the important link between NLRP3 and leptin activity.

## Materials and Methods

### Animals and Protocols

Breeding pairs were purchased from Jackson Laboratories (Bar Harbor, ME, United States). Female C57BL/6J (B6) mice (8-week old) and B6.Cg-Lepob/J (*ob/ob*) were housed in the Animal Facility of Institute of Animal Reproduction and Food Research, Polish Academy of Sciences in Olsztyn. Mice were housed with free access to food and water for the duration of the study (humidity 50 ± 10%; 23°C; 12L:12D cycle). All procedures were approved by the Local Animal Care and Use Committee for the University of Warmia and Mazury in Olsztyn. Guidelines for animal experiments followed EU Directive 2010/63/EU. Throughout the experiments, mice were monitored for any sings of welfare or disease. At 8 week of age, mice were subjected to various protocols.

For hormonal treatment protocol, the estrous cycle was monitored after vaginal cytology analysis. Cells were collected on a glass slide and stained with Diff Quik^®^ kit (Medion Diagnostics AG, Switzerland, DQ-ST). Estrus (E) was characterized by cornified epithelium cells, metestrus by both cornified cells and leukocytes, diestrus (D) by predominant leukocytes, and proestrus by nucleated cells, as previously described (Kyrönlahti et al., 2011). Subsequently, mice received either eCG or hCG, as previously described (Hasegawa et al., 2016). One group of female B6 mice (seven to eight mice/group) was injected in E with equine chorionic gonadotropin (eCG, G4877; 5 IU, Sigma Aldrich) followed by human chorionic gonadotropin (hCG, Chorulon, 5 IU, MSD Animal Health) 48 h after, and tissues were collected 18–20 h later in E. In the second group (seven to eight mice/group), animals were injected with hCG, and tissues were collected 16–18 h later in D. In the DIO model, mice (8–10/group) were placed on standard chow diet (CD, #5053, Picolab Rodent diet 20 with 13% of calories) or HFD (59% of calories, AIN-76A with 33% hydrogenated coconut oil; LabDiet) for 4 or 16 week. In the hyperleptinemic model (8–10 mice/group), high circulating levels of leptin were obtained through intraperitoneal administrations of leptin twice (100 μg/day injected at 09:00 and 21:00), while the control group received saline (Recombinant Mouse Leptin, GFM26, Cell Guidance Systems). Regarding the *ob/ob* model, mice (8–10 mice/group) were kept on CD until 12 week of age.

### Immunohistochemistry and Immunofluorescence

Both immunohistochemistry (IHC) and immunofluorescence (IF) followed the protocols previously described (Wołodko et al., 2020). Briefly, mouse ovaries were collected during the D stage, fixed in 4% paraformaldehyde, and stored at 4°C. On the following day, the tissues were dehydrated in ethanol. Paraffin embedded tissues were then cut in 5-μm sections and mounted on a glass slide. After deparaffinization in xylene, samples were rehydrated in increasing ethanol concentrations. For antigen retrieval, sections were boiled in citrate buffer (10 mM, pH = 6). Next, sections were incubated with BSA (A2153; Sigma Aldrich) for 1 h at room temperature (RT), followed by incubation with rabbit polyclonal antibody against NLRP3 (1:200, ab214185; Abcam) overnight at 4°C. In order to test the specificity of the primary antibody, sections were also incubated with rabbit polyclonal anti-immunoglobulin G (IgG, ab37415; Abcam) or without primary antibody (negative controls). On the following day, sections were washed and incubated for 1 h at RT with peroxidase-conjugated goat anti-rabbit IgG polyclonal antibody (1:100, 410972; Dako). Finally, slides were incubated in 3,3-diaminobenzidine (DAB) for 15 s before visualization. The sections were then counterstained for 2 min using hematoxylin (MHS16; Sigma Aldrich). Stained sections were dehydrated and mounted under glass coverslips.

Concerning the immunofluorescence protocol, after deparaffinization in xylene, samples were in increasing ethanol concentrations. Sections were then permeabilized in 0.3% Triton X-100 (T8787; Sigma Aldrich) two times for 5 min at RT. Antigen retrieval was done after heating the sections in citrate buffer (10 mM, pH = 6). Blocking was done with BSA (A2153; Sigma Aldrich) with 0.3 M glycine (G8898; Sigma Aldrich) in phosphatase-buffered saline (PBS)–0.1% Tween 20 (P7949; Sigma Aldrich) (PBST) solution for 2 h, at RT. In order to minimize the autofluorescence, tissues were treated with 0.3% Sudan Black (199664; Sigma Aldrich) (in 70% ethanol) for 10 min at RT. Subsequently, sections were washed eight times for 5 min in PBST (0.1% Tween20). The sections were then incubated with rabbit polyclonal antibody against NLRP3 (1:100, NBP2-12446; Novus Biologicals) overnight at 4°C. The negative controls were after incubating the slides with rabbit polyclonal anti-immunoglobulin G (IgG, ab37415; Abcam) or without primary antibody (negative controls). On the following day, the sections were washed six times for 5 min in PBST at RT, followed by incubation with the secondary antibody cyanine 3 (Cy3)-AffiniPure donkey polyclonal anti-rabbit IgG (H+L) (1:400, 711-165-152; Jackson ImmunoResearch) for 2 h at RT. The sections were washed six times for 5 min in PBST at RT. In order to visualize the nucleus, DAPI (dilution 1:100 with PBS, D9542-10MG; Sigma Aldrich) was added for 30 min at RT. Finally, the slides were covered with Vectashield medium (H-1000; Vector Laboratories) and stored at −20°C. Images were captured using Zeiss Axio Observer System (Carl Zeiss, Germany) with × 20/0.4 NA, and confocal microscope (Zeiss LSM 800) with × 40/1.2 or × 63/1.4 NA oil immersion objectives. For examination of the slides, an Axio Observer Systems Z1 microscope (Carl Zeiss Microscopy GmbH, Germany) and the Zeiss ZEN 2.5 lite Microscope Software (Carl Zeiss, Germany) were used.

### Protein Extraction and Western Blotting Analysis

Protein expression in mouse ovary and liver was assessed by Western blotting. Ovaries and livers were homogenized with RIPA buffer (R0278; Sigma Aldrich) after adding protease inhibitors (phenylmethylsulfonyl fluoride, PMSF and Protease Inhibitor Cocktail, P8340; Sigma-Aldrich) and phosphatase inhibitors (Pierce Phosphatase Inhibitor Mini Tablets 88667; Thermo Fisher Scientific) and incubating on ice for 1 h. After centrifugation (20,000 × *g*, 15 min, 4°C), the supernatants were collected, and protein concentration was determined with the Smith et al. (1985) copper/bicinchoninic assay [Copper (II) Sulfate, C2284; Sigma and Bicinchoninic Acid Solution, B9643; Sigma Aldrich]. Samples were run (40 μg of protein) on 10–18% polyacrylamide gels. After transfer, the membranes were blocked in PBS solution containing 3% powdered milk for 1 h. Immunoblotting was performed using the primary antibodies NLRP3 (AG-20B-0014-C100; Adipogen), CASP1 (ab108362; Abcam), IL-18 (ab71495; Abcam), β-actin (A2228; Sigma Aldrich) and glyceraldehyde 3-phosphate dehydrogenase (GAPDH, ab9485; Abcam) on nitrocellulose (10600009; GE Healthcare Life Science) or polyvinylidene fluoride (PVDF) membrane (IPVH00010; Merck Millipore). Primary antibodies were incubated overnight at 4°C. The following day, proteins were detected by incubating the membranes with polyclonal anti-mouse horseradish peroxidase (HRP)-conjugated secondary (1:10,000, 31430; Thermo Fisher Scientific), polyclonal anti-rabbit HRP-conjugated secondary (1:20,000, 31460; Thermo Fisher Scientific), polyclonal anti-mouse alkaline phosphatase-conjugated secondary (1:10,000, 31321; Thermo Fisher Scientific), and polyclonal anti-rabbit alkaline phosphatase-conjugated secondary (1:10,000, A3687; Sigma Aldrich) antibodies, for 1.5 h in the chemiluminescence method or 2.5 h in the colorimetric method at RT. All antibody specifications are summarized in Table 1. Immunocomplexes were visualized subsequently using chemiluminescence detection reagent (SuperSignal West Femto kit, 34095; Thermo Fisher Scientific) or chromogenic substrate NBT/BCIP diluted 1:50 (11681451001; Roche) in alkaline phosphate buffer. Band density for each of the target protein was normalized against β-actin for NLRP3 and IL-18, while GAPDH was used for CASP1 as a reference protein. Finally, bands were quantified using the ChemiDoc or VersaDoc MP 4000 imaging system (Bio-Rad). Quantitative measurements of blot intensity were performed using ImageLab software.

**TABLE 1:** Specification of antibodies used for Western blotting.

**Antibody name and specificity**	**Company, Cat No., RRID No.**	**Antibody dilution**
Mouse monoclonal against NLR family pyrin domain-containing 3 (NLRP3)	AdipoGen Cat# AG-20B-0014, RRID:AB_2490202	1:1,000
Rabbit monoclonal against caspase 1 (CASP1)	Abcam Cat# ab108362, RRID:AB_10858984	1:1,000
Rabbit polyclonal against interleukin-18 (IL-18)	Abcam Cat# ab71495, RRID:AB_1209302	1:250
Mouse monoclonal against β-actin	Sigma-Aldrich Cat# A2228, RRID:AB_476697	1:10,000
Rabbit polyclonal against glyceraldehyde 3-phosphate dehydrogenase (GAPDH)	Abcam Cat# ab9485, RRID:AB_307275	1:2,500
Goat anti-mouse IgG (H+L) secondary antibody, HRP	Thermo Fisher Scientific Cat# 31430, RRID:AB_228307	1:1,000
Goat anti-rabbit IgG (H+L) secondary antibody, HRP	Thermo Fisher Scientific Cat# 31460, RRID:AB_228341	1:20,000
Goat anti-mouse IgG (H+L) secondary antibody, AP	Thermo Fisher Scientific Cat# 31321, RRID:AB_10959407	1:1.000

### Total RNA Isolation and cDNA Synthesis

Total RNA was extracted from whole ovary and 10 mg of liver, using TRI reagent (T9424; Sigma Aldrich) following the instructions of the manufacturer. RNA samples were stored at −80°C. Concentration and quality of RNA was determined spectrophotometrically, and the ratio of absorbance at 260 and 280 (A_260/280_) was analyzed confirming good RNA quality. Subsequently, 2 μg of RNA was reverse transcribed into cDNA using Maxima First Strand cDNA Synthesis Kit for RT-qPCR (K1642; Thermo Fisher Scientific) (Galvão et al., 2012).

### Real-Time PCR

Real-time PCR assays were performed in a 7900 Real-time System (Applied Biosystems), using a default thermocycler program for all genes: a 10-min preincubation at 95°C was followed by 45 cycles of 15 s at 95°C and 1 min at 60°C. A further dissociation step (15 s at 95°C, 15 s at 60°C, and 15 s at 95°C) ensured the presence of a single product. *Ribosomal protein L37 (Rpl37)* was chosen as a housekeeping gene and quantified in each real-time assay together with the target gene. Based on gene sequences in GenBank (National Center for Biotechnology Information), the primers for *Nlrp3*, *Casp1*, *Il-1*β, *Il-18*, *Asc*, *Il-10*, and *Tnf*, which sequences are presented in Table 2, were designed using Primer Express 3.0 software (Applied Biosystems). All reactions were carried out in duplicates in 384-well plate (4309849; Applied Biosystems) in 12 μl of total solution volume (Galvão et al., 2014). The data were analyzed using the real-time PCR Miner algorithm (Zhao and Fernald, 2005).

**TABLE 2:** Specific primers used for quantitative real-time PCR.

**Gene name**	**Gene symbol**	**GenBank accession No.**	**Sequences 5′–3′**	**Length (base pairs)**
NLR family pyrin domain-containing 3	*Nlrp3*	NM_145827.4	F: TGGATGGGTTTGCTGGGATA R: TGCTTGGATGCTCCTTGACC	190
Caspase 1	*Casp1*	NM_009807.2	F: CATGCCGTGGAGAGAAACAA R: GGTGTTGAAGAGCAGAAAGCAA	151
Interleukin-1β	*IL-1*β	NM_008361.4	F: TTGACGGACCCCAAAAGATG R: GCTTCTCCACAGCCACAATGA	144
Interleukin-18	*Il-18*	NM_008360.2	F: GAAGAAAATGGAGACCTGGAATCA R: TCTGGGGTTCACTGGCACTT	157
Apoptosis-associated speck-like protein-containing A CARD	*Asc*	NM_023258.4	F: GCTTAGAGACATGGGCTTACAGGA R: CCAGCACTCCGTCCACTTCT	179
Interleukin-10	*Il-10*	NM_010548.2	F: CCTGGGTGAGAAGCTGAAGAC R: CTGCTCCACTGCCTTGCTCT	91
Tumor necrosis factor	*Tnf*	NM_001278601.1	F: GCCACCACGCTCTTCTGTCT R: TGAGGGTCTGGGCCATAGAA	106
Ribosomal protein L37	*Rpl37*	NM_026069.3	F: CTGGTCGGATGAGGCACCTA R: AAGAACTGGATGCTGCGACA	108

### Enzyme-Linked Immunosorbent Assay Immunoassay

The concentrations of IL-1β in tissue extracts of ovaries and livers were determined using an IL-1 beta Pro-form Mouse Uncoated ELISA kit (88-8014-22; Thermo Fisher Scientific) following the instructions of the manufacturer. The standard curve concentrations ranged from 25 to 3,000 ng/m, and interassay coefficient variation (CV) was 7.27%.

### RNA-Seq Data From Cumulus Cells

We used RNA-seq data from CCs previously produced by Wołodko et al. (2020). The dataset is publicly available under the GEO accession number GSE180300^1^. Library generation was previously described (Wołodko et al., 2020). Briefly, we collected approximately 50 CCs per animal, after superovulation, and RNA-seq libraries were generated using a Smart-seq2 oligo-dT method. Read counts were normalized by size factor and log-2 transformed. Partial correlations were used to determine coexpressing genes (cor > 0.9) using the corpcor package (Schäfer and Strimmer, 2005). Network statistics were calculated using the igraph package (Csárdi and Nepusz, 2006). Network visualization was done with Cytoscape (Shannon et al., 2003).

### Statistical Analysis and Data Presentation

Statistical analyses were performed using the GraphPad Prism Software (Version 9.01, GraphPad Software, Inc.; La Jolla, CA, United States). Sample normal distribution was determined using the D’Agostino–Pearson omnibus test. Mann–Whitney test, simple *t*-test, or multiple unpaired *t*-test were used to analyze the data, and statistical significance was calculated with Bonferroni–Sidak corrections for multiple comparison, depending on the experiment (details in figure legend). Results were presented as means with standard deviation. Differences between means for all tests were considered statistically significant if *p* < 0.05.

## Results

### NOD-Like Receptor Protein 3 Inflammasome Components Expression Change in the Ovary of Cyclic Mice

We first sought to characterize the expression of NLRP3-induced inflammasome components in the ovaries of mice throughout the estrous cycle. Fifteen female 8-week-old C57BL/6 (B6) mice were treated with hormones in order to synchronize the estrous cycle (Figure 1A). Ovaries were collected in the E and D stage and further processed for mRNA or protein expression analysis, respectively. Real-time PCR analysis (*n* = 6–7/group) revealed increased levels of *Casp1*, *Il-1*β, and *Il-18* mRNA in the D stage (Figure 1B, *p* < 0.05). Moreover, Western blotting (*n* = 7–8/group) revealed increased NLRP3 protein expression in D (Figure 1C, *p* < 0.05), as well as the pro-peptide (p24) and mature form (p18) of IL-18 (Figures 1F,G; *p* < 0.01). Regarding CASP1, the long form (p45) was decreased in D (Figure 1D; *p* < 0.05), but no significant changes were observed for the active CASP1 (p20) (Figure 1E). These results suggest the activation of NLRP3 inflammasome in the D stage, through upregulation of NLRP3 and its downstream mediator IL-18. Next, we characterized the cellular distribution of NLRP3 protein in the ovaries collected from mice in D, using IHC and IF (*n* = 2–3/group). We confirmed that NLRP3 protein was visible in ovarian follicles, corpora lutea, and interstitial space (Figure 1I). On the other hand, a closer observation of IHC sections revealed staining in granulosa cells (GC) and theca cells (TC), as well as in oocytes, in all developmental follicular stages (Figures 1K–M). Negative controls stained exclusively with secondary antibodies did not reveal any brown staining (Figures 1H,J). The specificity of our IHC staining was corroborated by IF, in which a clear yellow staining was observed in GC, TC, and oocytes (Figures 1O–Q). Negative control stained with rabbit immunoglobulin type G (IgG) confirmed no staining (Figure 1N). Our results not only confirmed the presence of NLRP3 protein in GC, TC, and oocytes by IHC and IF, but also confirmed the upregulation of NLRP3 in the ovaries of eCG-treated mice. Therefore, in subsequent experiments, collections were consistently performed in D.

**FIGURE 1:**
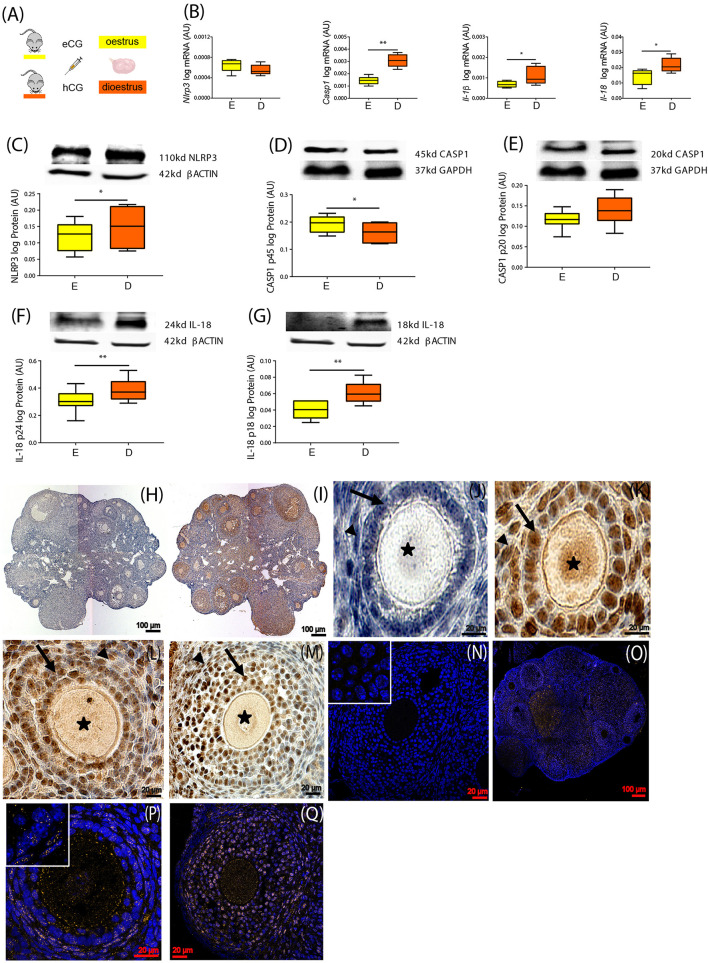
Characterization of NOD-like receptor protein 3 (NLRP3) expression in the ovary of cyclic mice. **(A)** Experimental design: estrous cycle synchronization with equine chorionic gonadotropin (eCG) and human chorionic gonadotropin (hCG) as previously described (Hasegawa et al., 2016). Ovaries were collected from animals in the estrus **(E)** or diestrus **(D)** stage of the cycle. Quantification of mRNA levels of **(B)** *Nlrp3*, caspase-1 (*Casp1*), interleukin-1β (*Il-1*β), and interleukin-18 (*Il-18*) by real-time PCR. Abundance of **(C)** NLRP3, **(D)** pro CASP1 p45, **(E)** CASP1 p20, **(F)** pro IL-18 p24, and **(G)** IL-18 p18 protein during **(E,D)** measured by Western blotting analysis. Data were normalized to ribosomal protein L37 (*Rpl37*) mRNA expression and β-actin of or glyceraldehyde 3-phosphate dehydrogenase (GAPDH) protein expression. Bars represent mean ± SEM. Statistical analysis between groups was carried out using Mann–Whitney. Number of samples: *n* = 6–7 for real-time PCR analysis and *n* = 7–8 immunoblots. Asterisks indicate significant differences (^∗^*p* < 0.05; ^∗∗^*p* < 0.01). Representative immunohistochemistry (IHC) staining (*n* = 2–3) of NLRP3 protein during follicular development in the mouse ovary. Positive staining in brown, counterstaining with hematoxylin. **(H,J)** Negative control incubated with secondary antibody. Localization of NLRP3 in **(I)** whole ovary of 16 weeks (wk) mice fed chow diet (CD), **(K)** primary follicles of 16- week CD mice, **(L)** secondary follicles of 16- week high-fat diet (HFD) mice, and **(M)** preantral follicles of 16- week CD mice. Staining was detected in granulosa (GC) and theca cells (TC). Faint staining was observed in the oocytes of all stages of folliculogenesis. Arrows denote GC, arrowheads denote TC, and asterisks denote oocytes. The IHC staining was confirmed by immunofluorescent localization of NLRP3. Positive staining in orange, nuclear counterstaining with DAPI in blue. **(N)** Negative control 16- week CD stained with polyclonal rabbit IgG. NLRP3 localized in **(O)** whole ovary, **(P)** secondary follicles of 16- week CD mice, **(Q)** preantral follicles of 16- week HFD mice. Inserts on the top left corners represent magnifications of GC. Scale bars represent 20 or 100 μm. AU, arbitrary units.

### Activation of NOD-Like Receptor Protein 3-Induced Inflammasome in the Ovary of Diet-Induced Obesity Mice

In the following experiment, we tested the effects of short- (4 week) vs. long-term (16 week) HFD treatment on NLRP3-induced inflammasome activation in the ovary of mice (Figure 2A). Throughout the mouse DIO protocol, the average body weight (BW) was recorded every 4 week (Table 3). After collection, ovaries were processed for mRNA and protein expression analysis. Real-time PCR analysis (*n* = 6–8/group) revealed increased mRNA of *Nlrp3* after 4-week HFD (Figure 2B, *p* = 0.06), whereas *Il-1*β levels were increased after both 4 and 16 week of HFD (Figure 2B, *p* < 0.05). Regarding Western blotting analysis (*n* = 7–8/group), we found that the expression of NLRP3, CASP1 p45, and pro IL-18 p24 were increased in the 4-week HFD group, compared with the control group (Figures 2C,D,F, *p* < 0.05, respectively). The opposite pattern was seen after 16-week HFD, with the downregulation of NLRP3 expression, the mature form of CASP1 p20 and both forms of IL-18 (p24 and p18) (Figures 2C,E–G, *p* < 0.05). Finally, we also confirmed that IL-1β protein level was upregulated in 16-week HFD by enzyme-linked immunosorbent assay (ELISA) (*n* = 4–6) (Figure 2H, *p* = 0.082). We presently showed that despite the upregulation of NLRP3, the pro-proteins IL-18 (p18, p24) and CASP1 (p45) after 4-week HFD treatment, the expression profile of NLRP3, CASP1 (p20), and both forms of IL-18 (p18, p24) were consistently downregulated after a 16-week HFD treatment.

**FIGURE 2:**
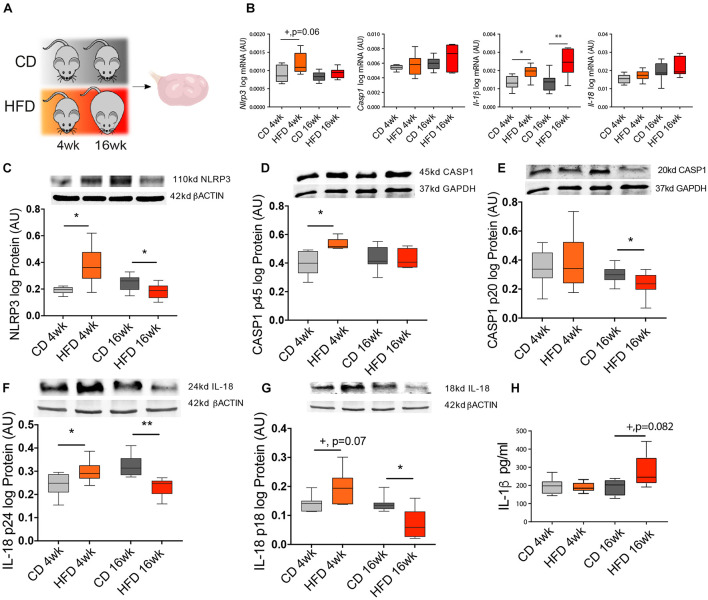
Diet-induced obesity (DIO) changes NLRP3 expression in the ovary. **(A)** Experimental design: Mice were fed either chow diet (CD) or high-fat diet (HFD) for 4 or 16 weeks (wk) and ovaries were collected during the diestrus stage. Quantification of **(B)** *Nlrp3*, *Casp1*, *Il-1*β, and *Il-18* mRNA by real-time PCR. Abundance of **(C)** NLRP3, **(D)** pro CASP1 p45, **(E)** CASP1 p20, **(F)** pro IL-18 p24, **(G)** IL-18 p18 protein measured by Western blotting and **(H)** IL-1β protein measured by enzyme-linked immunosorbent assay (ELISA) in ovarian extracts collected from DIO mice. mRNA level was normalized with ribosomal protein L37 (*Rpl37*) value and protein expression with β-actin or glyceraldehyde 3-phosphate dehydrogenase (GAPDH) level. Bars represent mean ± SEM. Differences between control and treatment groups analyzed with Mann–Whitney in real-time PCR and ELISA and multiple *t*-test for Western blotting. Number of samples: *n* = 6–8 for real-time PCR, *n* = 7–8 for immunoblots, and *n* = 4–6 for ELISA. Asterisks indicate significant differences (*p < 0.05; **p < 0.01; +*p* = 0.06; +*p* = 0.07 or +*p* = 0.082—all values indicated). AU, arbitrary units.

**TABLE 3:** Body weight measurement of three mouse models.

	**0 week**	**4 week**	**8 week**	**12 week**	**16 week**
**CD**	17.0 (± 0.6) g	19.7 (± 1.0) g	20.0 (± 0.9) g	20.9 (± 1.0) g	22.6 (± 2.5) g
**HFD**	19.4 (± 0.8) g	24.8 (± 2.5) g****	29.1 (± 3.6) g****	33.1 (± 4.3) g****	37.6 (± 3.7) g****

	**0 day**	**3 days**	**9 days**	**12 days**	**16 days**

**C**	21.7 (± 1.7) g	22.8 (± 2.0) g	22.1 (± 2.1) g	21.5 (± 1.6) g	21.9 (± 1.9) g
**L**	21.8 (± 1.9) g	20.5 (± 1.9) g	19.0 (± 1.4) g**	18.5 (± 1.2) g***	19.4 (± 1.7) g

	**8** week	**9 week**	**10 week**	**11 week**	**12 week**

**ob/ob +/?**	20.9 (± 1.6) g	21.5 (± 1.6) g	22.2 (± 1.6) g	22.8 (± 2.1) g	22.7 (± 2.1) g
**ob/ob –/–**	39.8 (± 5.4) g****	43.1 (± 5.0) g****	45.0 (± 4.7) g****	47.4 (± 5.7)****	48.8 (± 4.0) g****

DIO, Diet-induced obese; CD, mice were fed chow diet; HFD, high-fat diet (ii) pharmacologically hyperleptinemic mice were treated with saline (C) or leptin (L) for 16 days; (iii) genetically obese mice lacking leptin (ob/ob −/−) and control group (ob/ob +/?). Values presented in grams (g) of body weight and measurements made after weeks (wk) or days (d) within the specific protocol. Statistical analysis between groups was carried out using simple t-test. Asterisks indicate significant differences (**p < 0.01; ***p < 0.001; ****p < 0.0001).

### Leptin Signaling in the Ovary Drives Activation of NOD-Like Receptor Protein 3 Inflammasome During Obesity Progression

After temporally characterizing the expression profile of NLRP3-induced inflammasome components in the ovary of DIO mice, we further interrogated whether the activation of NLRP3 inflammasome was regulated by leptin signaling. Therefore, we analyzed the levels of NLRP3 inflammasome components in the ovaries of a previously validated mouse model of pharmacological hyperleptinemia, which presented increased systemic levels of leptin and increased leptin signaling in the ovary without obesity (Wołodko et al., 2020), and a genetically obese mouse *ob/ob* characterized by extreme obesity and lack of circulating leptin. In the pharmacological hyperleptinemic model (*n* = 8–10/group), B6 female mice were treated with leptin intraperitoneally 16 days (16 L), whereas controls were administered saline (16 C) (Wołodko et al., 2020). Moreover, in the *ob/ob* model (*n* = 8–10/group), control females (+/?) and homozygous mutant females (−/−) were kept on CD for 4 week (Figure 3A). Body weights of the mice were registered periodically (Table 3). Ovaries from all groups were collected and processed for mRNA and protein expression analysis. Real-time PCR analysis (*n* = 6–8/group) revealed an increase in *Nlrp3* and *Casp1* in 16 L, but a decrease in *ob/ob* −/− mice (Figure 3B, *p* < 0.05). Furthermore, the mRNA of *Il-1*β was upregulated in 16 L (Figure 3B, *p* < 0.05). Finally, the mRNA of *Il-18* was significantly downregulated in the *ob/ob* −/− group (Figure 3B, *p* < 0.05). With regard to protein expression (*n* = 6–8/group), we found that the 16 L group presented increased levels of NLRP3 (Figure 3C, *p* < 0.05), whereas the opposite pattern was observed in *ob/ob* −/− mice, compared with control groups (Figure 3C, *p* < 0.05). Accordingly, both pro-peptides CASP1 (p45) and CASP1 (p20) showed increased levels in 16 L (Figures 3D,E; *p* = 0.07 and *p* < 0.05, respectively); nonetheless, no significant changes were found in the *ob/ob* model. Importantly, IL-1β protein levels measured by ELISA (*n* = 4–5/group) were increased in 16 L, but decreased in *ob/ob* −/− (Figure 3F, *p* < 0.05). In this experiment, we revealed the functional link between leptin signaling and NLRP3 inflammasome component regulation in the ovary, with leptin treatment inducing the activation of NLRP3 and CASP1 with subsequent secretion of IL-1β. Furthermore, we confirmed the downregulation of NLRP3 expression in the ovaries of *ob/ob* −/−.

**FIGURE 3:**
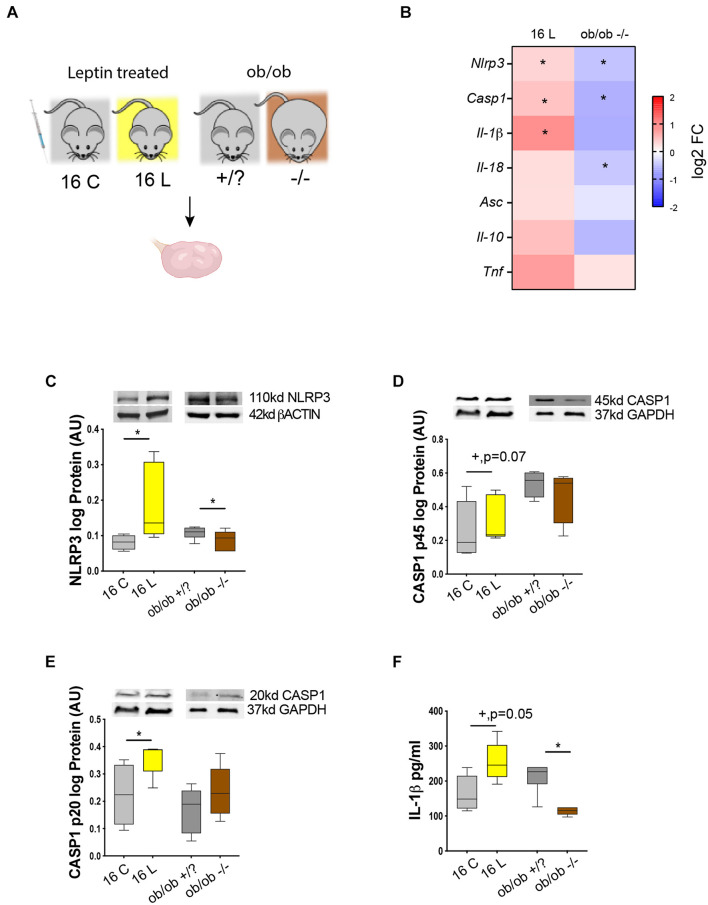
Leptin signaling in the ovary drive changes in NLRP3 during obesity. **(A)** Experimental design: (i) pharmacological hyperleptinemic model, mice were either injected with saline or 100 μg of leptin (L) for 16 days; (ii) genetic obesity model, mice lacking leptin (*ob/ob* −/−) or control group (*ob/ob* +/?). **(B)** Heatmap illustrating fold of change in expression of mRNA of genes *Nlrp3*, *Casp1*, *Il-1*β, *Il-18*, apoptosis-associated speck-like protein-containing A CARD (*Asc*), *Il-10*, and tumor necrosis factor alpha (*Tnf*) in hyperleptinemia and *ob/ob* models determined by real-time PCR. The scale matches colors to log 2 fold change (log2 FC) values. Abundance of **(C)** NLRP3, **(D)** pro CASP1 p45, **(E)** CASP1 p20 measured by Western blotting, and **(F)** IL-1β quantified by ELISA, in the mouse ovarian extracts. Level mRNA normalized with ribosomal protein L37 (*Rpl37*) value and protein expression with β-actin or glyceraldehyde 3-phosphate dehydrogenase (GAPDH). Bars represent mean ± SEM. Statistical analysis between groups was carried out using the Mann–Whitney test. Number of samples: *n* = 6–8 for real-time PCR analysis, *n* = 6–8 for immunoblots and *n* = 4–5 for ELISA. Asterisks indicate significant differences (*p < 0.05; +*p* = 0.07). AU, arbitrary units.

### Leptin Promotes Changes of NOD-Like Receptor Protein 3 Inflammasome Components Gene Expression in Cumulus Cells During Early Onset of Obesity

In this experiment, we examined whether the association between leptin signaling and NLRP3 inflammasome activation previously observed in whole ovaries holds true at the cellular level. We, therefore, analyzed particularly the somatic companions of the female gamete, the CCs. 

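The CC data comprised 34 libraries, 1 per mouse. In the pharmacological hyperleptinemic model, mice were injected with saline (16 C, n = 3) or 100 μg of leptin per day (16 L, n = 5) for 16 days. In the DIO protocol, mice were fed CD (n = 5) or HFD (n = 5) for 4 weeks, or CD (n = 6) or HFD (n = 7) for 16 weeks. A further 3 libraries came from mice that gained little weight over 16 weeks of HFD. The paper gives a fat content of 13% for CD and 59% for HFD, whereas the sample labels give 11% and 58%. The paper states that about 50 CCs were collected per animal, whereas the labels describe about 50 cells taken from 1 cumulus-oocyte complex. CCs are the granulosa cells that surround the oocyte within the follicle. Smart-seq2 copies polyadenylated RNA from a few cells into cDNA with an oligo-dT primer and amplifies it by PCR, without molecular identifiers. The limits given for genes with few reads therefore cover counting error only. The authors deposited the number of reads counted on each gene in each library, without normalization, with the symbol, chromosome, start, end and strand of each gene. The paper's text does not name the aligner, the counting program or the genome build, so coordinates are those the table lists. The table has 25965 entries, of which 20791 had at least 1 count.
Total counts ranged from 1789237 to 13207018 in 16 C (median 3770149) and from 1104611 to 8291016 in 16 L (median 2241697). They ranged from 1363065 to 6608945 in 4-week CD (median 3814189) and from 3945350 to 12641896 in 4-week HFD (median 7113599). At 16 weeks the ranges were 2257473 to 5729017 in CD (median 3913818.5), 1330297 to 5463108 in HFD (median 4148680) and 3950156 to 6744712 in the low weight gainers (median 4003484). Over the 72 pairs of replicates, 0 were identical, and the smallest chi-square statistic per degree of freedom was 3.26, so no library appeared to be entered more than once. The libraries of a pair came from different mice, so the statistic is read for this alone. Each comparison was fitted on its own groups with edgeR's quasi-likelihood test after TMM normalization, with genes of low counts removed by edgeR's filter and p-values adjusted by the Benjamini-Hochberg method. Genes that did not pass the filter were compared as log2(RPM + 1), where RPM is scaled by the total count of the library, with a two-sided exact permutation test.

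**Figure D1:**
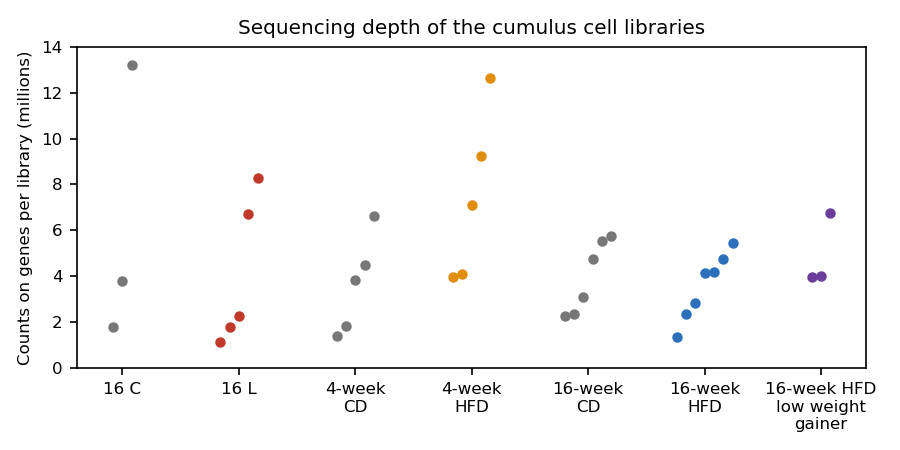
Counts on genes per library for each group of CC libraries. Each point is 1 library, and the libraries span 1104611 to 13207018 counts.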

We started reanalyzing the RNA sequencing (RNA-seq) datasets from CCs from 4- and 16-week DIO and pharmacological hyperleptinemic model (Figure 4A; Wołodko et al., 2020). We confirmed the expression levels of leptin and NLRP3 pathway components for 16 L and 4-week HFD, and despite no changes in *Nlrp3* in CCs after 4-week HFD, the gene was upregulated in 16 L (Figure 4B). 

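Nlrp3 (chromosome 11, 59541568 to 59566956, plus strand) had 7 reads in the 16 L libraries together. Of these, 6 were in replicate 23 and 1 in replicate 18, with 0 reads in replicates 19, 20 and 21. The mean was 0.565 ± 1.18 RPM (SD, n = 5). In 16 C it had 0 reads in all 3 libraries, where a count of 0 allows up to 1.68, 0.227 and 0.796 RPM in replicates 1, 2 and 3. The difference of the mean log2(RPM + 1) was 0.42 (two-sided exact permutation test, p = 0.732, where the smallest p that 5 against 3 libraries allow is 0.0179). Without replicate 23 the difference was 0.050. With 0 reads in 16 C its size was set by the scale, with 1.22 for log2(RPM + 0.1) and, in the largest move of the alternatives, a fitted log2 fold change of 4.00 in edgeR without the filter on low counts. In the 4-week experiment Nlrp3 had 0 reads in the HFD libraries and 0 in the CD libraries, where a count of 0 allows between 0.237 and 2.2 RPM, so a change within these limits was not detectable.
Of the 10 genes of the leptin signaling pathway in Figure 4B, 8 passed the filter in 16 L. Stat5a (chromosome 11, 100859351 to 100885169, plus strand) fell by 2.17 on the log2 scale (standard error 0.466, adjusted p = 0.0296, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 425 ± 53.5 RPM (SD, n = 3) in 16 C to 156 ± 53.8 RPM (SD, n = 5) in 16 L. It was below all 16 C libraries in 5 of 5 libraries of 16 L. With each library left out in turn, Stat5a lost its call in 6 of the 8 fits and kept it without 16 L replicate 18 and 16 L replicate 19 (adjusted p from 0.000371 to 0.124). Lepr, which encodes the leptin receptor, did not differ beyond the replicate error (log2 fold change -0.83, standard error 0.612, adjusted p = 0.367, same test), and its log2 fold change was -0.40 without 16 C replicate 2. Socs3 did not pass the filter. Its difference in mean log2(RPM + 1) was 1.29 (two-sided exact permutation test, p = 0.0536), with 116 reads in 16 L and 19 in 16 C, and on the scale of log2(RPM + 0.1) it was 1.88 and past 0.05 in the same test. Of the 16 L reads of Socs3, 79 were in replicate 19, with 3 and 2 in replicates 20 and 21. The median gene was 0.85 higher in 16 L on log2(RPM + 1), so part of the difference may come from this shift. In 4-week HFD, 10 of the 10 genes passed the filter. Adjusted over all genes 0 were past 0.05, against 1 at an unadjusted p under 0.05 and 1 when adjusted over the list alone.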

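Over the 18 libraries of the leptin and 4-week experiments, the mean number of counts on genes was 5222458, and over all 34 libraries it was 4629692. In the 4-week libraries, 3 counts of a gene corresponded to between 0.237 RPM in the deepest library (4-week HFD replicate 14) and 2.2 RPM in the shallowest (4-week CD replicate 2). For comparison, Nlrp3 had 2.68 RPM in 16 L replicate 23, above this limit in every 4-week library, and 0.149 RPM in 16 L replicate 18, under it in each. In counts simulated from the means, the spread and the depths of these libraries, a log2 fold change of 3 was recovered for 98% of 200 changed genes among 11727 in the 4-week comparison. In the 16 L comparison it was recovered for 67% of 200 genes among 11723. As many genes were simulated as passed the filter on low counts, which Nlrp3 did not. These shares therefore do not cover Nlrp3, nor changes smaller than the simulated one.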

The low coverage of the samples (an average of 5.5 million reads) and the weak expression level of *Nlrp3* in CCs may account for the lack of changes in 4-week HFD. Nonetheless, the consistent upregulation of various components of the NLRP3 inflammasome, like *Nlrp3*, *Il-18*, *Casp1*, *Il-1*β, and *Asc* in 16 L is suggestive of the stimulatory effects of leptin on the expression level and activation of NLRP3 inflammasome genes also in CCs (Figure 4B). 

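Il1b (chromosome 2, 129364570 to 129371139, minus strand) had 74 reads in 16 L and 1 in 16 C. The 16 L reads were 43 in replicate 23, 18 in replicate 20, 11 in replicate 21, 2 in replicate 19 and 0 in replicate 18, a mean of 7.91 ± 8.03 RPM (SD, n = 5). Since every 16 C library was at or under 3 counts, the mean in 16 L was at least 8.79-fold higher in RPM, which is scaled by total counts. This limit was 5.66 without 16 L replicate 23, where the mean was 5.10 RPM, and 15.5 without 16 C replicate 1. The rise was not past 0.05 when adjusted over all genes (adjusted p = 0.0972, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 4 of 5 libraries above all 16 C libraries (two-sided exact permutation test, p = 0.0893). Of these 4, replicate 19 had 0.241 RPM, under the 1.68 and 0.796 RPM that a count of 0 allows in 16 C replicates 1 and 3. Casp1 (chromosome 9, 5298517 to 5307265, plus strand) had 7.77 ± 6.12 RPM (SD, n = 5) in 16 L against 0.581 ± 0.607 RPM (SD, n = 3) in 16 C, a log2 fold change of 2.72 (standard error 1.15, adjusted p = 0.137, same test), and was above all 16 C libraries in 4 of 5 (two-sided exact permutation test, p = 0.0714). Without 16 C replicate 2 its mean in 16 C was 0.265 RPM. Il18 (chromosome 9, 50575273 to 50581837, plus strand) had 31.2 ± 19.0 RPM (SD, n = 5) in 16 L against 9.32 ± 0.613 RPM (SD, n = 3) in 16 C, a log2 fold change of 1.02 (standard error 0.578, adjusted p = 0.244, same test), and was above them in 5 of 5 (two-sided exact permutation test, p = 0.0357). Pycard encodes ASC. Pycard (chromosome 7, 127992103 to 127993867, minus strand) had 25.0 ± 16.7 RPM (SD, n = 5) in 16 L against 6.42 ± 2.95 RPM (SD, n = 3) in 16 C, a log2 fold change of 1.25 (standard error 0.782, adjusted p = 0.289, same test), and was above them in 4 of 5 (two-sided exact permutation test, p = 0.107). Without 16 L replicate 18 the log2 fold change was 1.66 for Casp1 and 0.41 for Pycard. The numbers of libraries above 16 C and the permutation tests used RPM scaled by total counts. On log2(RPM + 1) the median gene was 0.85 higher in 16 L, so part of these separations may come from this shift. The TMM factors were 0.6404 to 0.7411 in 16 C, and 1.308 and 1.33 in 16 L replicates 20 and 21. With RPM divided by these factors, Il18 in replicates 20 and 21 lay below every 16 C library. The separation of Il18 in 5 of 5 libraries therefore rests on the scaling by total counts. The remaining genes of the list had few reads. Tnf had 5 reads in 16 L and 2 in 16 C, and Il10 had 0 and 0.
Of the 4 genes tested, 4 were higher in 16 L and 2 had an unadjusted p under 0.05. Adjusted over all genes 0 were past it, and 0 were when adjusted over the list alone. The alternative that moved these calls most was limma-voom with sample quality weights, with which Il1b, Casp1 and Pycard were past 0.05. Il1b was also past it with DESeq2, with all 34 libraries in one fit and without 16 L replicate 18, and it did not pass the filter on low counts without replicate 20, 21 or 23.

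**Figure D2:**
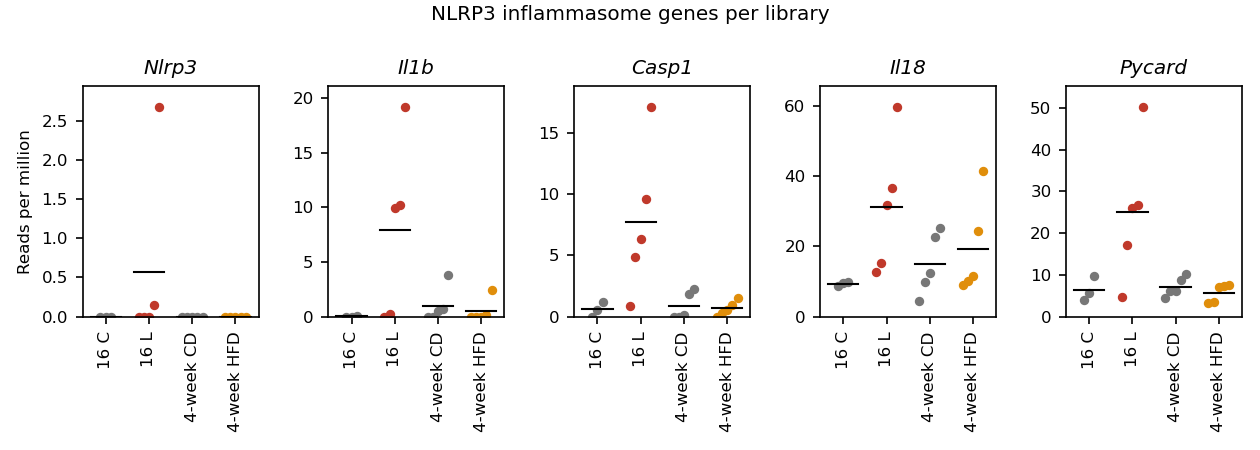
RPM of Nlrp3, Il1b, Casp1, Il18 and Pycard in each 16 C, 16 L, 4-week CD and 4-week HFD library. Points are libraries and lines are group means, and Il18 lies between 12.7 and 59.7 RPM in 16 L and between 8.63 and 9.81 RPM in 16 C.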

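In 4-week HFD, 499 of 11727 genes tested were past an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 140 higher and 359 lower than in 4-week CD. In 16 L, 1004 of 11723 genes were, with 476 higher and 528 lower than in 16 C. The libraries of the groups did not overlap for 6.87% of the genes tested in 4-week HFD, where chance gives 0.794%, and for 31.3% in 16 L, where chance gives 3.57%. In 16 L the median log2 fold change of all genes tested was 0.27 after TMM normalization, and 1.00 when libraries were scaled by their total counts. In 4-week HFD these medians were -0.0099 and -0.12. Single fold changes in 16 L are read against its shift. So is the 31.3% of genes without overlap, since this share was counted on RPM and may be raised by the shift. Of the alternatives, limma-voom with sample quality weights moved the number of genes most, to 4052 in 4-week HFD and 7474 in 16 L. With DESeq2 in place of edgeR, 1292 genes were past 0.05 in 4-week HFD and 2382 in 16 L, and these held 498 and 994 of the genes called by edgeR. Leaving out each library in turn changed the number of genes, from 30 without 16 C replicate 1 to 4635 without 16 L replicate 18 in the leptin experiment. In the 4-week experiment it lay between 8 without 4-week CD replicate 8 and 1700 without 4-week CD replicate 11.
Among the genes past 0.05 whose groups did not overlap, those with the largest rise in 16 L were Hey1, Jrk and Ltf. Hey1 and Jrk had 0 reads in 16 C and were at least 13-fold and at least 6.40-fold higher in 16 L, in RPM scaled by total counts. These limits rest mostly on 16 C replicate 1, where a count of 0 allows 1.68 RPM. In replicates 2 and 3 it allows 0.227 and 0.796 RPM. Ltf had 56.7 ± 75.0 RPM (SD, n = 5) in 16 L, with 183 RPM in replicate 18 and at most 67.0 RPM in the others, and 0.177 ± 0.306 RPM (SD, n = 3) in 16 C. Across the 16 L libraries Ltf had the same order as summed marker genes of oviduct epithelium, both highest in replicate 18. RNA from that tissue is therefore a possible source of this rise. The largest falls were in AC226737.2, at least 11.9-fold lower, Lgr4 and Igsf11. Lgr4 went from 7048 ± 589 RPM (SD, n = 3) in 16 C to 287 ± 260.4 RPM (SD, n = 5) in 16 L, and Igsf11 from 1614 ± 479 RPM (SD, n = 3) to 86.4 ± 34.0 RPM (SD, n = 5). In 4-week HFD the largest rises were in Gm10874 (log2 fold change 2.27), Stxbp3b (2.24) and Abca6 (2.23), and the largest falls in Gm12744 (-3.35), Grin3b (-3.33) and Car15 (-2.84).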

As previously shown, the DESeq analysis of 4-week DIO protocol revealed 997 differentially expressed genes (DEGs) in 4-week HFD, whereas for pharmacological hyperleptinemic model, a total of 2,026 DEGs were found in 16 L (Wołodko et al., 2020), in comparison with their control groups (*p* < 0.05; Wołodko et al., 2020). 

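Of the 11213 genes tested in both experiments, 981 were past an adjusted p of 0.05 in 16 L and 491 in 4-week HFD (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In both, 24 were, fewer than the 43.0 that chance gives if genes are independent (Fisher's exact test, two-sided, p = 0.00136). Genes are not independent replicates, so this p does not measure the spread between mice. Of the 24 genes, 3 changed in the same direction and 21 in opposite directions. Across all genes, the differences of mean log2(RPM + 1) in 16 L and 4-week HFD correlated at -0.368. The 3 shared genes were Slc22a15, Aebp2 and Kdm6b, all lower in both. The 7 genes that Figure 4C lists as downregulated were lower in 16 L (log2 fold change -2.11 to -1.28) and in 4-week HFD (-1.51 to -0.76). The 7 listed as upregulated were higher in 16 L (0.91 to 2.28) and in 4-week HFD (0.71 to 1.09). Relative to the median of all genes, 7 of the former lay below it and 7 of the latter above it in 16 L, with 7 and 7 in 4-week HFD. Adjusted over all genes, 5 of the former and 1 of the latter were past 0.05 in 16 L, and 4 and 1 were in 4-week HFD. When adjusted over the list alone, 7 and 7 were past it in 16 L and 7 and 7 in 4-week HFD, which is not independent evidence, since the study chose the list on these libraries. With DESeq2, 24 genes changed in the same direction in both, 14 higher and 10 lower, and they held 14 genes of Figure 4C, while 215 changed in opposite directions. With limma-voom, which moved the number most, 629 genes changed in the same direction. With each library left out in turn the number lay between 0 (without 16 L replicate 20, for example) and 14 (without 16 L replicate 18), and it was 13 without 4-week CD replicate 11.

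**Figure D3:**
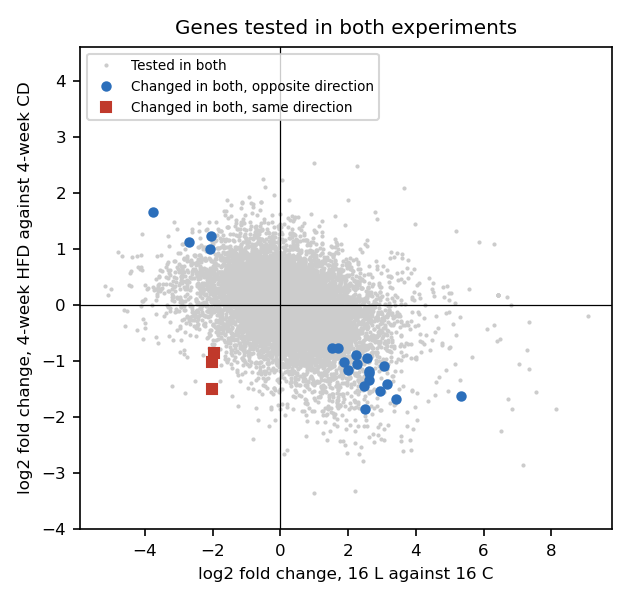
Log2 fold change in 16 L against that in 4-week HFD for the 11213 genes tested in both experiments. Grey dots are all genes, blue circles the 21 genes past 0.05 in both with opposite directions and red squares the 3 with the same direction.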

In the present analysis, we overlapped the DEGs from 4-week HFD and 16 L and identified seven genes either up- or downregulated in both conditions (Figure 4C). Subsequently, we integrated the 14 DEGs with the main components of NLRP3 and leptin signaling pathways (Wołodko et al., 2020), based on the correlation between their expression levels (*p* > 0.90), and obtaining five clusters (Figure 4D). 

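Shrinkage partial correlations were computed with corpcor over 31 genes of Figures 4B and 4C, on log2(count divided by DESeq2's size factor, plus 1), in the 18 libraries of the leptin and 4-week experiments. The paper's text does not name the libraries that entered the network. Of the 465 pairs of genes, 0 had an absolute partial correlation over 0.9, at a shrinkage intensity of 0.276, and the largest was 0.299. Shrinkage draws these values towards 0, and with 31 genes in 18 libraries a value over 0.9 was hard to reach. The absence of such pairs therefore does not decide against the links of Figure 4D. Of the 12 links drawn in Figure 4D, 4 had a Pearson correlation over 0.9 across the 18 libraries. The links were also examined by Pearson correlation within each experiment. An absolute correlation over 0.9 in either experiment was found for 5 of them, 3 in the leptin libraries and 3 in the libraries of the 4-week experiment. With Spearman's rank correlation 2 were over 0.9, and 1 was after the group means were removed. Over all pairs of genes, 40 were over 0.9 in the leptin libraries and 24 in the 4-week libraries. The links below were drawn by the study for their correlation in these data, so their p-values are not independent evidence. Aebp2 and Usp42 had r = 0.975 in the 8 leptin libraries (two-sided exact permutation test, p = 0.000595, adjusted over 24 relations 0.00476; rho = 0.929, p = 0.00223). Without the 2 libraries farthest from the median of Aebp2, r was 0.991, and after the group means were removed it was 0.789. Arf1 and Lamp1 had r = 0.934 in the 10 libraries of the 4-week experiment (two-sided permutation test, p = 9e-05, adjusted 0.00108; rho = 0.842, p = 0.00346). Without the 2 libraries farthest from the median of Arf1, r was 0.951, and after the group means were removed it was 0.841.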

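Stat5a is joined to Aebp2 in Figure 4D. Their correlation was 0.825 in the leptin libraries (two-sided exact permutation test, p = 0.0191, adjusted 0.0491; rho = 0.595, p = 0.132), with the adjustment made over 24 relations. It was 0.667 without the 2 libraries farthest from the median of Aebp2 and -0.159 after the group means were removed. Socs3 and Il1b had r = 0.00717 in the leptin libraries (two-sided exact permutation test, p = 0.983, adjusted 0.983; rho = 0.195, p = 0.652). In the 4-week libraries their correlation was 0.347 (two-sided permutation test, p = 0.349, adjusted 0.524; rho = 0.317, p = 0.372). Il1b had a read in 5 of the 8 leptin libraries and in 5 of the 10 libraries of the 4-week experiment.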

Of note, one of the clusters revealed the gene interaction between *Casp1, phosphatase and tensin homolog (Pten)* and *signal transducer and activator of transcription 5a (Stat5a)*, while others showed a link between *Socs3* and *Il-1*β, known as an important axis involved in the mediation of immune response (Chaves de Souza et al., 2013). Importantly, other genes were highlighted in the network, as *solute carrier family 22 member 15 (Slc22a15)*, a cell membrane transporter and metabolic gene (Nigam, 2018), or *stress-associated endoplasmic reticulum protein 1 (Serp1)* involved in protein unfolding and stress response (Yamaguchi et al., 1999). Indeed, metabolic performance in the preovulatory follicle is tightly regulated and involves the crosstalk between GC and oocyte (Figure 4D; Wołodko et al., 2021). 

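Slc22a15 (chromosome 3, 101855778 to 101924453, minus strand) fell by 2.02 on the log2 scale in 16 L (standard error 0.452, adjusted p = 0.0317, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 20.5 ± 8.49 RPM (SD, n = 3) to 8.78 ± 2.74 RPM (SD, n = 5), with 4 of 5 libraries below all controls. In 4-week HFD it fell by 1.51 (standard error 0.343, adjusted p = 0.0290, same test), from 25.0 ± 9.94 RPM (SD, n = 5) to 7.86 ± 3.13 RPM (SD, n = 5), with 5 of 5 libraries below all controls. With each library left out in turn, Slc22a15 kept its call in 16 L only without replicate 18 and replicate 19 (adjusted p from 0.00312 to 0.123 over the 8 fits). In 4-week HFD it kept its call only without HFD replicate 13, HFD replicate 14, CD replicate 11 and CD replicate 1 (adjusted p from 0.00728 to 0.0961 over the 10 fits). It also lost it without the filter on low counts in 16 L and with all 34 libraries in one fit in 4-week HFD. In Figure 4D it is joined to Tnf, which had 7 reads in the leptin libraries and 3 in the 4-week libraries, too few to read a correlation from.
Serp1 (chromosome 3, 58521969 to 58525873, minus strand) was higher in 16 L at 427 ± 142 RPM (SD, n = 5) against 77.3 ± 4.55 RPM (SD, n = 3) in 16 C, a log2 fold change of 1.77 that was not past the threshold (standard error 0.491, adjusted p = 0.0523, same test). In 4-week HFD its log2 fold change was 1.09 (standard error 0.291, adjusted p = 0.0460, same test). It lay above all controls in 5 of 5 libraries in 16 L and in 5 of 5 in 4-week HFD. In 16 L it was past 0.05 without replicate 18 (adjusted p from 0.00354 to 0.196 over the 8 fits), and also with DESeq2, limma-voom and all 34 libraries in one fit. In 4-week HFD it kept its call only without CD replicate 11 and CD replicate 1 (adjusted p from 0.0345 to 0.128 over the 10 fits), and it lost it without the filter and with all 34 libraries in one fit. Serp1 and Tm9sf2 had r = 0.958 in the 4-week experiment (two-sided permutation test, p = 6e-05, adjusted over 24 relations 0.00108; rho = 0.927, p = 0.00039). This was 0.893 without the 2 libraries farthest from the median of Serp1 and 0.910 after the group means were removed. In the leptin libraries r was 0.663 (two-sided exact permutation test, p = 0.0657, adjusted 0.121; rho = 0.857, p = 0.0107) and 0.0189 after the group means were removed.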

The gene ontology analysis for the presented network revealed three main events: negative regulation of glucose transport, positive regulation of cytokine biosynthesis, and response to ATP (Figure 4E, *p* < 0.05). Finally, we plotted a subset of genes known to directly activate the NLRP3 inflammasome signaling pathway (Weber et al., 2020), particularly regarding the regulation of glutathione, major mediator of NLRP3 signaling (Hughes et al., 2019), as well as other genes involved in the pathway regulation (Zhou et al., 2010; Barlan et al., 2011; Iyer et al., 2013; Mitoma et al., 2013; Wang et al., 2014; Kim et al., 2015; He et al., 2016b; Jo et al., 2016; Li et al., 2016; Wolf et al., 2016; Guglielmo et al., 2017; Hughes and O’Neill, 2018; Palazón-Riquelme et al., 2018; Shuvarikov et al., 2018; Billon et al., 2019; Hughes et al., 2019; Martine et al., 2019; Zhang et al., 2021). 

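For each of the 42 genes labelled in Figure 4F, the difference of the mean log2(RPM + 1) between the groups was computed. Of these genes, 30 had a mean of at least 5 RPM over all libraries and 1 had no read in any library. In 16 L, 31 were higher and 10 lower than in 16 C, while the median difference of all genes tested was 0.85 on this scale. Read against that median, 22 lay above it and 20 below. In 4-week HFD 23 were higher and 17 lower, with 28 above the median of -0.10 and 14 below. In 16-week HFD 13 were higher and 27 lower, with 25 above the median of -0.34 and 17 below. A gene with almost no reads has a difference near 0 and so falls above a negative median and below a positive one. Among the genes that passed the filter, read against the median log2 fold change of edgeR, 17 lay above it and 15 below in 16 L, 20 and 12 in 4-week HFD, and 16 and 17 in 16-week HFD.
Between 16 L and 4-week HFD, 21 had the same sign and 19 the opposite sign. Random lists of as many genes matched on mean expression had a median of 15 with the same sign, and the observed number lay at percentile 97.1 of 10000 such lists. Of all expressed genes, 36.9% had the same sign. When the group labels were exchanged in all 14112 possible ways, as many or more genes had the same sign with a probability of 0.452 (exact permutation test, one-sided). Between 16 L and 16-week HFD, 7 had the same sign and 33 the opposite sign (exact permutation test over 96096 relabellings, one-sided, p = 0.0101 for as many opposite signs). Random lists of this kind had a median of 10 genes with the same sign, the observed number lay at percentile 17.4 of them, and of all expressed genes 21.2% did. Across genes, which are not independent replicates, the correlation between the 16 L and the 16-week HFD differences was -0.631 for the labelled genes and -0.638 for all genes. Between 4-week HFD and 16-week HFD, 20 had the same sign and 20 the opposite sign (exact permutation test, one-sided, p = 0.550 for as many opposite signs). The number with the same sign in 16 L and 16-week HFD was 12 with TMM-scaled RPM and 13 with edgeR's log2 fold change without the filter on low counts, the largest move of the alternatives.

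**Figure D4:**
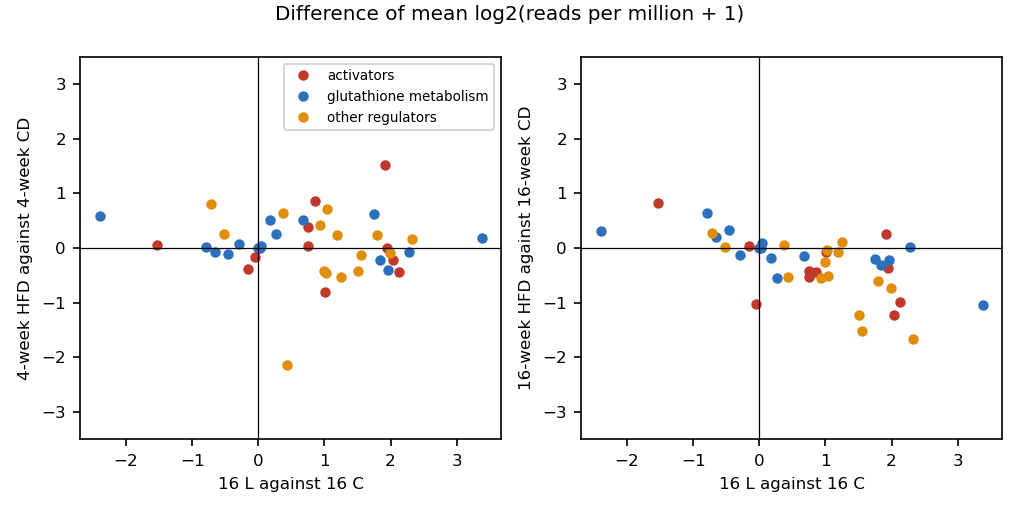
Difference of the mean log2(RPM + 1) of the 42 genes of Figure 4F in 4-week HFD and in 16-week HFD against that in 16 L. Each point is 1 gene, and points in the upper right and lower left have the same sign, which holds for 21 genes in 4-week HFD and 7 in 16-week HFD.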

We confirmed a similar behavior between 16 L and 4-week HFD for those genes, in opposition to 16-week HFD (Figure 4F). Thus, systemic administration of leptin-activated genes from the NLRP3 inflammasome pathway in CCs, corroborating the functional link between leptin signaling and NLRP3 inflammasome activation in CCs of DIO mice.

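The gene lists of Figures 4B and 4F were also tested as sets in 16 L, 4-week HFD and 16-week HFD with limma's camera, 15 tests in all with Benjamini-Hochberg adjustment. In 16 L the mean log2 fold change of the 4 NLRP3 genes tested was 2.71, and 2.03 with Il1b at its lower bound. That bound is on RPM scaled by total counts, unlike the TMM-normalized fold changes of the other genes. Of the NLRP3 genes tested, 4 were higher, and the set was not past the threshold (limma's camera, two-sided, adjusted p = 0.38). Without 16 L replicate 20, when Il1b did not pass the filter, the mean of the remaining 3 was 1.76. The activators had a mean of 0.55 (adjusted p = 0.8, same test), and 0.32 without 16 L replicate 18. The mean of the other regulators was 0.51 (adjusted p = 0.620, same test), and 1.05 without 16 C replicate 2. For glutathione metabolism it was 0.57 (adjusted p = 0.38, same test), and -0.71 without 16 L replicate 18, a library in which markers of oviduct epithelium were the highest of all libraries. The leptin genes had a mean of -0.48, and -0.20 without 16 L replicate 20. Of the 15 tests, 0 were past 0.05 with camera and 0 with an estimated correlation, and 0 had an unadjusted p under 0.05 with camera. With fry 1 was, the leptin genes in 16 L.
In 4-week HFD the means of the 5 lists lay between 0.068 and 0.19 (adjusted p from 0.38 to 0.957, same test), and in 16-week HFD between -0.37 and 0.48 (adjusted p from 0.38 to 0.8, same test). Single libraries turned the direction of several of these. In 4-week HFD the mean of the NLRP3 genes was -0.073 without HFD replicate 14, and that of the other regulators -0.080 without CD replicate 2. In 16-week HFD the mean of the leptin genes was 0.20 without CD replicate 9, and that of the activators 0.085 without HFD replicate 11.
The paper reasons that NLRP3 components were higher in CCs of leptin-treated mice, that genes regulating the inflammasome moved alike in 16 L and 4-week HFD and the other way in 16-week HFD, and that DEGs shared by the former pair were linked to these components. From this it concludes that leptin activated genes of the NLRP3 inflammasome pathway in CCs and that leptin signaling and inflammasome activation are linked in CCs of DIO mice.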

**FIGURE 4:**
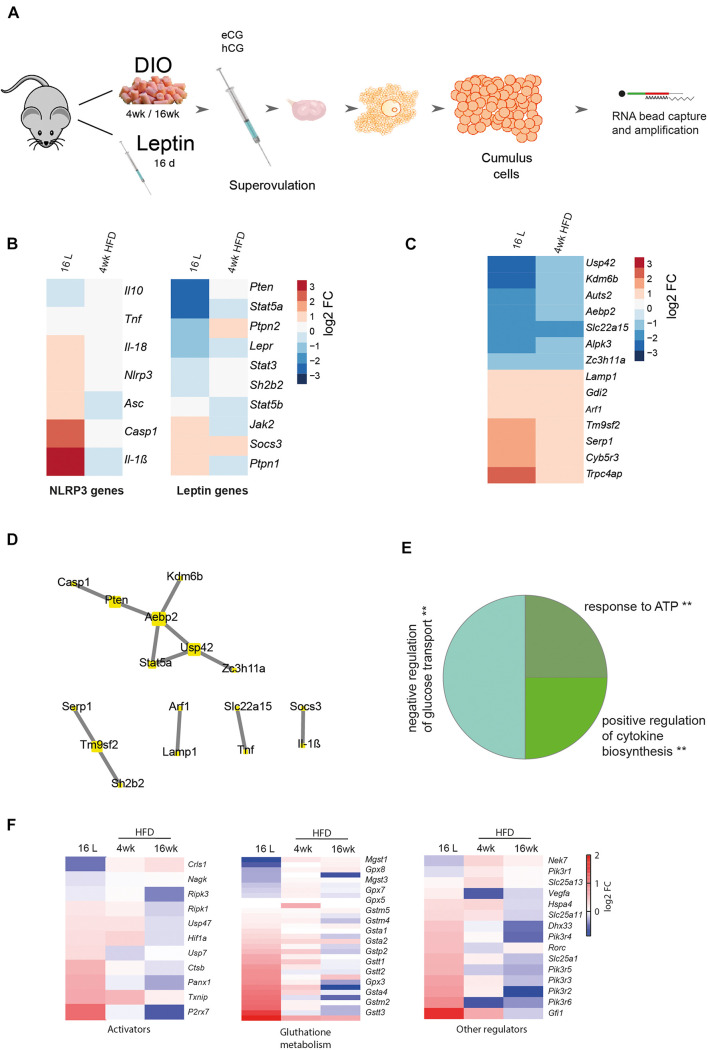
Cumulus cells transcriptome analysis from DIO and pharmacologically hyperleptinemic mice. **(A)** Experimental design: RNA-Seq analysis of differentially expressed genes in cumulus cells collected from mice: i) with DIO fed chow diet (CD) or high-fat diet (HFD) for 4 or 16 week (ii) with pharmacologically hyperleptinemic (LEPT) injected with saline **(C)** or 100 μg of leptin (L) for 16 days (16 L). **(B)** Heatmap illustrating expression of genes from leptin signaling pathway and NLRP3 inflammasome in 16 L and 4- week HFD normalized by control group fed CD or injected with saline, respectively. Downregulated genes in blue, upregulated genes in orange. The scale on the right matches colors to log 2 fold change (log2 FC) values. **(C)** Heatmap showing significant changes in major constitutive genes in both conditions 16 L and 4- week HFD. **(D)** Five main clusters in the network representing strong interaction between selected genes described in **(B)** and genes presented in **(C)**. **(E)** Pie chart that displays the main three gene ontology terms that were significantly enriched in cumulus cells in both conditions 16 L and 4- week HFD. Gene ontology analysis performed with Gene Ontology Enrichment Analysis and Visualization Tool. **(F)** Heatmaps showing conserved genes involved in NLRP3 inflammasome activation, glutathione metabolism, and other regulations. log2 FC of reads per million (RPM). Created with BioRender.com.

### Activation of NOD-Like Receptor Protein 3-Induced Inflammasome in the Liver of Diet-Induced Obesity Mice

In the last experiment, we compared the temporal activation of NRLP3 inflammasome between the ovary and another metabolic organ as the liver, during obesity progression. Thus, we analyzed the expression profile of NLRP3 inflammasome genes in the liver of DIO mice. Furthermore, we tested once more the functional link between leptin signaling and activation of NLRP3 inflammasome in the liver, using pharmacological hyperleptinemic and *ob/ob* mouse models. Liver samples were collected from DIO, leptin treated, and *ob/ob* female mice, for mRNA transcription and protein expression analysis (Figure 5A). Real-time PCR analysis (*n* = 6–9/group) showed no significant changes in expression of all inflammasome components, except for the increase in *Nlrp3* and *Il-1*β mRNA in 16-week HFD, but downregulation of *Nlrp3* in *ob/ob*−/− (Figure 5B, *p* < 0.05). Furthermore, protein analysis determined by Western blotting (*n* = 4–8/group) showed an increase in protein levels of NLRP3, CASP1 (p20), and IL-18 (p18) after 16-week HFD treatment, compared with control (Figures 5C,E,G, *p* < 0.05, *p* = 0.07, *p* = 0.08). Regarding the pro-peptide of CASP1 (p45), its protein was upregulated in 16 L, but downregulated in *ob/ob*−/−, compared with controls (Figure 5D, *p* < 0.05 and *p* < 0.01, respectively). Finally, CASP1 (p20) and IL-18 (p18) proteins were decreased in *ob/ob*−/− (Figures 5E,G, *p* < 0.05 and *p* = 0.08, respectively). No significant changes were observed for pro IL-18 (p24) (Figure 5F). The present results of our analysis in the liver indicate a site-dependent NLRP3 inflammasome regulation throughout obesity, since overexpression of NLRP3, CASP1 (p20), and IL-18 (p18) took place only at 16 week of DIO. Thus, we observed drastic differences in NLRP3 inflammasome profile between liver and ovary (Figure 5H), which showed the upregulation of NLRP inflammasome components after 4-week DIO (Figure 2). Another important observation was the downregulation of NLRP3 and CASP1 (p20) in livers from *ob/ob* −/− mice, suggesting that leptin directly modulates NLRP3 inflammasome activation at hepatic level. Hence, we confirmed the latency of NLRP3 inflammasome activation in the liver of DIO female mice, which showed signs of upregulation only after 16- week HFD treatment. Furthermore, we have confirmed the functional link between leptin and NLRP3 inflammasome activation in the liver.

**FIGURE 5:**
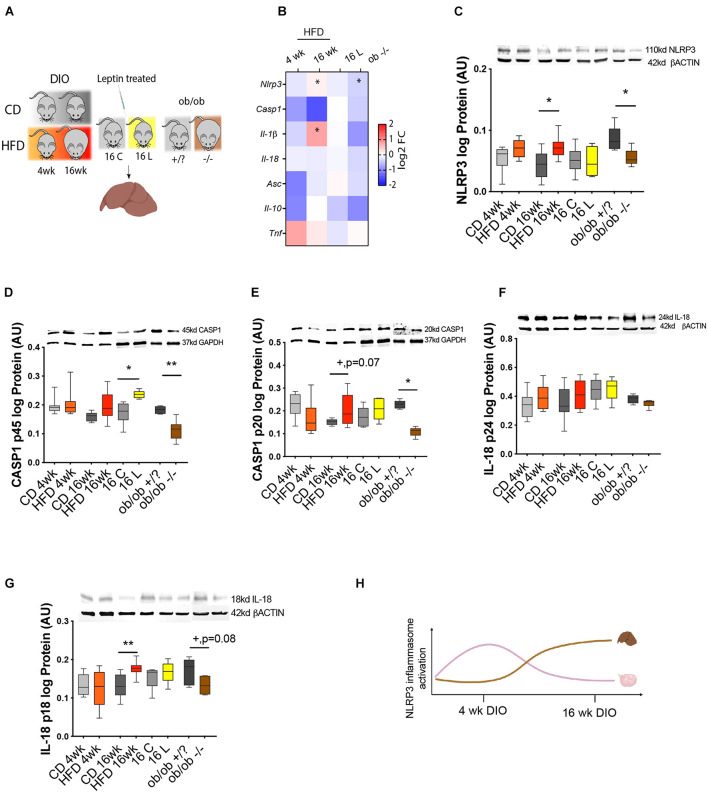
NLRP3 activity in the liver of DIO, hyperleptinemic, and genetically obese mice. **(A)** Experimental design: (i) DIO mice were fed CD or HFD for 4 or 16 week; (ii) pharmacologically hyperleptinemic mice were treated with saline **(C)** or 100 μg of leptin (L) for 16 days; (iii) genetically obese mice lacking leptin (*ob/ob*−/−) and control group (*ob/ob* +/?). **(B)** Heatmap illustrating fold change in expression of mRNA of genes *Nlrp3*, *Casp1*, *Il-1*β, and *Il-18*, *Asc*, *Il-10*, and *Tnf* in DIO, hyperleptinemia, and *ob/ob* models in comparison with respective controls, determined by real-time PCR. The scale on the right matches colors to log2 fold change (log2 FC) values. Data normalized to mRNA expression of ribosomal protein L37 (*Rpl37*). Abundance of **(C)** NLRP3, **(D)** pro CASP1 p45, **(E)** CASP1 p20, **(F)** pro IL-18 p24, and **(G)** IL-18 p18 in mouse liver of DIO, hyperleptinemic, and *ob/ob* mice measured in Western blotting analysis. Protein normalized with β-actin or glyceraldehyde 3-phosphate dehydrogenase (GAPDH) level. Bars represent mean ± SEM. Statistical analysis between groups was carried out using Mann–Whitney test. Number of samples: *n* = 6–9 for real-time PCR analysis and *n* = 4–8 for immunoblots. Asterisks indicate significant differences (*p < 0.05; **p < 0.01; +*p* = 0.07; +*p* = 0.08—all values indicated). AU, arbitrary units. **(H)** Diagram summarizing the profile of NLRP3 inflammasome activation in ovaries and liver of DIO mice. Figure 5H created with BioRender.com.

## Discussion

The present study gives the first characterization of NLRP3-induced inflammasome activation in the ovaries of DIO mice. Maternal obesity has been largely associated with increased ovarian inflammation (Robker et al., 2011; Nteeba et al., 2013, 2014; Ruebel et al., 2017; Snider and Wood, 2019). Therefore, a better knowledge of its pathogenesis will contribute to our understanding of the mechanisms underpinning ovarian failure and infertility during obesity. We first studied the effects of cyclicity on NLRP3 inflammasome activation in the ovaries of lean mice, confirming the upregulation of NLRP3 inflammasome components during D. Subsequently, we characterized the expression profile of NLRP3 inflammasome components in the ovary throughout obesity progression. Indeed, the rapid upregulation of NLRP3 protein in early obesity (after 4- week HFD treatment) was followed by a consistent downregulation of NLRP3, IL-18, and CASP1 in late obesity (after 16- week HFD). Importantly, using either a pharmacological hyperleptinemic and a genetic obese *ob/ob* mice, we evidenced the functional link between levels of leptin signaling and NLRP3 activation in whole ovaries. Furthermore, in CCs collected after superovulation, we confirmed also the major role of leptin on the upregulation of *Nlrp3*, *Casp1*, *Asc*, *Il-18*, and *Il-1*β transcription. 

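With each library left out in turn, the log2 fold changes in 16 L stayed positive for Casp1 (from 1.66 without 16 L replicate 18 to 3.91 without 16 C replicate 2), for Pycard (from 0.41 to 1.82, without the same libraries) and for Il18 (from 0.72 to 1.23). They were also positive with RLE in place of TMM normalization, at 2.73, 1.25 and 0.99. With limma-voom the log2 fold change of Il18 was 0.27. With no library left out, the median of all genes tested in 16 L was 0.273 with TMM and 0.249 with RLE. A positive sign, as for Pycard at 0.41 or Il18 at 0.27, therefore does not by itself set a gene apart from this shift. Replicates 20 and 23, which had 10.2 and 19.2 RPM of Il1b, also had the highest summed RPM of 12 macrophage and neutrophil genes among all libraries, at 1747 and 1922 RPM. Replicate 21 had 9.96 RPM of Il1b with 419 RPM of these genes, less than the 528 RPM in 16 C replicate 2, where Il1b had 0.0757 RPM. Single genes of the list differed from the sum. S100a8 and S100a9 had 45.3 and 16.3 RPM in replicate 21, against 2.35 and 1.74 RPM in 16 C replicate 2. In 16 L replicate 18 they had 17.6 and 5.37 RPM, with 0 reads of Il1b. The sum therefore does not exclude immune cell RNA in replicate 21.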

Finally, after analyzing the NLRP3 inflammasome expression pattern in the liver, we observed NLRP3, CASP1, and IL-18 upregulation exclusively after 16- week HFD treatment, showing a delayed activation of NLRP3 inflammasome activation with regard to the ovary. Hence, these results suggest a greater vulnerability of the ovaries, in general, and the gamete, in particular, to the energetic surplus that females face under obesogenic conditions.

A recent study by Zhang and colleagues showed for the first time the expression of NLRP3 protein in various cellular components of mouse ovaries, like GC, TC, and oocytes (Zhang et al., 2019). We presently observed not only a similar pattern of cellular expression for NLRP3 but also the upregulation of NLRP3 inflammasome components during D. These findings corroborate previous results from Zhang and colleagues suggesting the involvement of NLRP3 in inflammatory events during ovulation in mice (Zhang et al., 2019). Moreover, NLRP3 was recently characterized as an important mediator of ovarian pathology during aging (Navarro-Pando et al., 2021). Finally, the involvement of NLRP3 inflammasome in ovarian inflammatory response in obese mothers is supported by previous reports showing NLRP3 inflammasome activation in proinflammatory conditions like PCOS (Wang et al., 2017; Guo et al., 2020). Thus, NLRP3 inflammasome may contribute for the regulation of key mechanisms during ovarian physiology and pathology.

The NLRP3 inflammasome is a critical component of innate immunity, frequently associated with human disease (He et al., 2016a). Our results evidencing NLRP3 inflammasome activation in the ovaries in early obesity (after 4- week HFD) are in line with previous reports showing the accumulation of proinflammatory mediators in the ovary of mice after short-term (6- week HFD) DIO (Shen et al., 2021). Indeed, we presently observed the upregulation of IL-18 protein, as well as the mRNA of *Tnf* (data not shown), after 4- week HFD supporting the early establishment of inflammatory response in the ovaries of DIO mice. Nonetheless, the regulation of ovarian inflammation in late obesity (16- week HFD) seems to be independent from NLRP3 inflammasome activation, as IL-18 and CASP1 mature proteins were significantly downregulated. Undeniably, increased levels of IL-1β in the ovaries of 16- week HFD mice confirmed the proinflammatory state existent in the ovaries. Of note, our results were confirmed by another study showing the upregulation of the proinflammatory mediators like *Il-1*β, *Il-6*, and *Tnf*α in the ovaries of mice fed HFD for 24 week (Nteeba et al., 2013). Hence, our results suggest the existence of alternative pathways to NLRP3 inflammasome mediating IL-1β upregulation in mouse ovaries at 16- week HFD (Schmidt and Lenz, 2012; Zhu and Kanneganti, 2017; Donado et al., 2020; Jain et al., 2020; Pyrillou et al., 2020).

We have recently characterized the temporal pattern of expression of proinflammatory genes in CCs from DIO mice (Wołodko et al., 2020). In early obesity, inflammatory cues in CCs were mediated by the upregulation of genes involved in cellular response to stress as *DEAD-box helicase 5 (Ddx5)*, *hypoxia inducible factor 1 subunit alpha (Hif1a)*, and *ADAM metallopeptidase domain 9 (Adam9*). Indeed, mediators of stress response like reactive oxygen species are known to prime the NLRP3 inflammasome (Gurung et al., 2014). 

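In 4-week HFD, Ddx5 (chromosome 11, 106780355 to 106789185, minus strand) had 1762 ± 339.6 RPM (SD, n = 5) against 1167 ± 185 RPM (SD, n = 5) in 4-week CD, a log2 fold change of 0.72 (standard error 0.248, adjusted p = 0.0974, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hif1a (chromosome 12, 73901375 to 73947530, plus strand) had 1267 ± 103 RPM (SD, n = 5) against 722 ± 226 RPM (SD, n = 5) in 4-week CD, a log2 fold change of 0.91 (standard error 0.271, adjusted p = 0.0669, same test). Adam9 (chromosome 8, 24949611 to 25016922, minus strand) had 185 ± 30.7 RPM (SD, n = 5) against 74.9 ± 44.4 RPM (SD, n = 5) in 4-week CD, a log2 fold change of 1.41 (standard error 0.434, adjusted p = 0.0747, same test). For each gene 5 of 5 HFD libraries lay above all CD libraries (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 libraries allow). Adjusted over all genes 0 of the 3 were past 0.05, against 3 at an unadjusted p under 0.05 and 3 when adjusted over the list alone, which is not independent evidence, since the authors named these genes from these libraries. With DESeq2 and with limma-voom each of them was past it over all genes. Without CD replicate 11, Hif1a and Adam9 were past it as well (adjusted p = 0.0243 and 0.0366, same test), where the range with each library left out in turn reached 0.157 for Hif1a and 0.188 for Adam9. In 16-week HFD these genes did not differ beyond the replicate error, with log2 fold changes of -0.45 for Ddx5, -0.10 for Hif1a and -0.12 for Adam9 (adjusted p from 0.258 to 0.812, same test).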

Subsequently, in late obesity, we observed the overexpression of genes involved in anatomical structural morphogenesis, such as *C–C motif chemokine ligand 7* (*Ccl7*), an important chemoattractant of leukocytes (Menten et al., 1999). Furthermore, *Ccl7* is also known to interact with matrix metalloproteinases (MMPs) (Liu et al., 2018) or complement C3a receptor 1 (*C3ar1*), a component of the complement known to mediate neutrophil mobilization (Brennan et al., 2019) and lately described as a marker of PCOS progression (He et al., 2020). Therefore, these data suggest important temporal changes in the regulation of the inflammatory response in the ovary of mice throughout obesity progression. Indeed, NLRP3 inflammasome seems to play a critical role mostly in the initiation of inflammation in the ovaries in early obesity. Conversely, in late obesity, immune-mediated response in the ovary mainly comprises the infiltration of immune cells and mediation of structural reorganization, independent from the activation of NLRP3 inflammasome.

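In 16-week HFD, Ccl7 (chromosome 11, 82045712 to 82047525, plus strand) had 11.9 ± 15.8 RPM (SD, n = 7) against 1.63 ± 2.08 RPM (SD, n = 6) in 16-week CD, a log2 fold change of 2.91 (standard error 0.830, adjusted p = 0.0664, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was above all CD libraries in 3 of 7 HFD libraries (two-sided exact permutation test, p = 0.00991). C3ar1 (chromosome 6, 122847138 to 122856161, minus strand) had 7.96 ± 4.63 RPM (SD, n = 7) against 4.02 ± 1.91 RPM (SD, n = 6) in 16-week CD, a log2 fold change of 1.40 (standard error 0.422, adjusted p = 0.0725, same test). It was above all CD libraries in 4 of 7 HFD libraries (two-sided exact permutation test, p = 0.127). The smallest p that 7 against 6 libraries allow is 0.000583. Adjusted over all genes 0 of this pair of genes were past 0.05, against 2 at an unadjusted p under 0.05 and 2 when adjusted over the list alone. The last is not independent evidence for Ccl7, which the authors named from these libraries. The paper introduces C3ar1 through its link with Ccl7 and does not state how it was chosen. The mean of Ccl7 was 6.07 RPM in HFD without HFD replicate 15 and 0.827 RPM in CD without CD replicate 9. With each library left out in turn, the log2 fold change of Ccl7 lay between 1.96 without 16-week HFD replicate 15 and 4.25 without 16-week CD replicate 9, and that of C3ar1 between 1.20 and 1.56. Without CD replicate 9 both were past the threshold (adjusted p = 0.0122 and 0.0397, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both were past it over all genes with DESeq2, and Ccl7 was with all 34 libraries in one fit. Of the 10861 genes tested at 16 weeks, 3 were past 0.05 in edgeR, and 2748 had an unadjusted p under 0.05. Zc3h12c was higher (log2 fold change 1.91, above all CD libraries in 7 of 7 HFD libraries), and Cxcr7 (-2.87, below them in 7) and Nr4a1 (-1.62, below them in 7) were lower. With all libraries in one fit there were 1258 genes and with DESeq2 1130, and DESeq2 at an unadjusted p under 0.05 moved the number most, to 3402.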

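The effect of HFD after 16 weeks was compared with that after 4 weeks as the interaction of diet and time in one fit of the 4 groups. Of 12235 genes tested, 448 differed in their diet effect at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 213 with the higher and 235 with the lower effect at 16 weeks. DESeq2 at an unadjusted p under 0.05 moved this number most, to 3315. With limma-voom 2289 did, and with all 34 libraries in one fit 157 did. The genes of Figure 4C had the opposite sign in 16-week HFD, where those that were lower in 4-week HFD had log2 fold changes of 0.62 to 0.80 and those that were higher had -1.66 to -0.23. Of these, 0 of the former and 0 of the latter were past 0.05 over all genes, 1 and 6 had an unadjusted p under 0.05, and 0 and 4 were past it when adjusted over the list alone. For the lists of NLRP3 genes, leptin genes, activators, glutathione metabolism and other regulators, the interaction was not past the threshold (limma's camera, two-sided, adjusted p from 0.679 to 0.699), with mean differences of log2 fold change between -0.28 and 0.58.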

Our study also sheds light on the important crosstalk between leptin signaling and inflammasome NLRP3 activation in the ovary of DIO mice. As reviewed by Wani et al. (2021), numerous factors were shown to activate NLRP3 inflammasome during obesity, such as cellular metabolites, carbohydrates, or lipids. Nonetheless, leptin, a conserved proinflammatory cytokine (Iikuni et al., 2008; La Cava, 2017), was recently shown to upregulate NLRP3 components *in vitro* (Fu et al., 2017). Thus, in order to test the hypothesis whether repression of NLRP3 inflammasome activation in ovaries of 16- week HFD mice was associated with the local establishment of leptin resistance (Wołodko et al., 2020), we studied NLRP3 inflammasome activation in the ovaries of pharmacological hyperleptinemic and *ob/ob* mice. Strikingly, we observed a consistent upregulation of NLRP3 inflammasome components and accumulation of IL-1β protein in ovaries of leptin-treated mice. Conversely, in *ob/ob* −/− mice, NLRP3 and IL-1β proteins were downregulated. Furthermore, reduced levels of NLRP3 were also observed in *ob/ob* −/− mouse peritoneal macrophages treated with LPS and nigericin in comparison with wild-type mice (Yang et al., 2021). This certainly underlines the preponderant role of leptin on NLRP3 inflammasome regulation. Therefore, our results invite us to suggest an important link between levels of leptin signaling in the ovary of DIO mice and activation of NLRP3 inflammasome. In early obesity (4- week HFD), leptin actively signals through receptor b (ObRb) in the ovary (Wołodko et al., 2020), determining the overexpression of NLRP3 inflammasome components. Nonetheless, in late obesity (16- week HFD), and after the establishment of leptin resistance in the organ (Wołodko et al., 2020), the expression of NLRP3 inflammasome components is repressed.

Next, we reanalyzed our datasets on global gene expression in CCs collected from DIO and pharmacological hyperleptinemic mice in order to test the association between leptin signaling and activation of NLRP3 inflammasome in the somatic companions of the oocyte. Importantly, CCs are known as faithful indicators of intrafollicular environment (Wołodko et al., 2021), and their transcriptome has been previously used to predict oocyte and embryo quality (Uyar et al., 2013). Despite no changes in 4- week HFD, we confirmed the overexpression of NLRP3 inflammasome genes in CCs from 16 L. Consequently, we interrogated whether DEGs overlapping both 16 L and 4- week HFD treatment could interact with NLRP3 inflammasome genes. Indeed, gene ontology for associated genes revealed key terms for oocyte maturation, such as regulation of glucose transport, response to ATP, and regulation of cytokine biosynthesis. 

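In 4-week HFD, 2 of the 7 NLRP3 genes of Figure 4B had enough reads to be tested. Il18 had 19.3 ± 13.9 RPM (SD, n = 5) against 14.9 ± 8.78 RPM (SD, n = 5) in 4-week CD, a log2 fold change of 0.51 (standard error 0.483, adjusted p = 0.529, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pycard had 5.73 ± 2.22 RPM (SD, n = 5) against 7.10 ± 2.33 RPM (SD, n = 5), a log2 fold change of -0.26 (standard error 0.359, adjusted p = 0.682, same test). Adjusted over all genes 0 were past 0.05, as were 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. The direction of Il18 rested on HFD replicate 14, without which its log2 fold change was -0.034, and it was -0.15 with limma-voom. Casp1 had 25 reads in HFD and 18 in CD, and its difference in mean log2(RPM + 1) was -0.011 (two-sided exact permutation test, p = 1), with 0.42 for log2(RPM + 0.1). It lay between -0.18 without CD replicate 2 and 0.24 without CD replicate 11. Il1b had 32 reads in HFD, of which 31 were in replicate 14, and 12 in CD, a difference of -0.34 (two-sided exact permutation test, p = 0.564) that was 0.050 without CD replicate 8 and -0.69 without HFD replicate 14. The difference between these changes and those in 16 L was not tested.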

Metabolic regulation in preovulatory follicles appears to control major steps for maturation of female gamete, such as meiosis resumption, chromatin condensation, and cytoplasm maturation (Wołodko et al., 2021). For instance, glucose metabolism, which takes place mostly in CCs (Sanfins et al., 2018) was shown to be a key for oocyte competence (Wilding et al., 2009). Furthermore, reduced ATP content in oocytes was linked to failure in fertilization, arrested division, and abnormal embryonic development (Zhao and Li, 2012). Furthermore, NLRP3 inflammasome was previously reported to be involved in ovulation (Zhang et al., 2019). Given both direct and indirect roles of leptin in ovulation (Wołodko et al., 2021), the failure in leptin signaling and NLRP3 inflammasome activation in late obesity could account for increased anovulatory rates in obese mothers (Wu et al., 2010; Hou et al., 2016). 

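Among the NLRP3 genes, Tnf had 3 reads in 4-week HFD and 0 in 4-week CD, and Il10 had 1 and 0. The number of genes with at least 1 read ranged from 13090 to 15346 in the 4-week CD libraries and from 14346 to 15737 in the 4-week HFD libraries. The library with the fewest genes, CD replicate 2, was also that with the fewest counts of its group. In 16 L the range was 13469 to 16109 genes, and in 16 C 12028 to 14792.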

Finally, the absence of changes in 4- week HFD in NLRP3 inflammasome genes can be ascribed to the low levels of coverage of our reduced-cell libraries and also the low levels of *Nlrp3* mRNA expression. Indeed, the present RNA-seq protocol used as little as 50 cells per mouse, which limits the analysis of weakly expressed genes. Collectively, our results indicate that leptin and NLRP3 inflammasome crosstalk in CCs of DIO mice can interfere with key steps for oocyte maturation, ovulation, and ultimately embryo development.

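The 50 most abundant genes took between 13.7% and 18.5% of the counts in 4-week CD, between 18.7% and 20.2% in 4-week HFD, between 13.4% and 19.8% in 16 L and between 30.7% and 34.6% in 16 C. Mitochondrial genes took between 0.828% and 7.72% in 4-week CD and between 3.57% and 5.25% in 4-week HFD.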

In the last experiment, we confirmed that the liver, in sharp contrast to the ovary, activated NLRP3 inflammasome later in time during DIO (after 16- week HFD treatment). Temporal differences in the regulation of inflammatory response (Figure 5H) certainly rely on the contrasting exposition to exogenous pathogens both organs face. The liver is constantly exposed to proinflammatory mediators from dietary and commensal bacterial products (Robinson et al., 2016). Thus, the hepatic immune system is constantly in contact with altered metabolic activity and regular exposition to microbial products, which results in persistent and tightly regulated inflammatory response (Robinson et al., 2016). On the contrary, the ovary is not only a highly immunogenic organ constantly secreting large amounts of cytokines and immune mediators (Piccinni et al., 2021) but also more prone to rapidly mount a proinflammatory response during obesity. Indeed, the inability of the ovary to control inflammation, and the exacerbated activation of cytokine production, certainly ascribes for the great vulnerability of the female gamete to maternal obesity even at earlier stages of disease progression. Thus, our results expose the increased vulnerability of the ovaries to maternal obesity, characterized by the development of an early inflammatory response that rapidly affects the gamete and impairs fertilization.

In summary, our work evidences the major role of leptin signaling on NLRP3 inflammasome activation in the ovary of mice during early obesity. Noteworthy, failure in ovarian leptin signaling in late obesity was associated with the repression in NLRP3 activity, but with maintenance of inflammation and levels of IL-1β. Moreover, NLRP3 inflammasome activation in the ovaries after early obesity contrasted with its activation exclusively during late obesity in the liver. Hence, the present findings suggest a greater vulnerability of the ovary, in general, and the gamete, in particular, to the energetic surplus during maternal obesity.

## Data Availability Statement

The data presented in the study are deposited in the Gene Expression Omnibus repository, accession number GSE180300.

## Ethics Statement

The animal study was reviewed and approved by the Local Animal Care and Use Committee for University of Warmia and Mazury, Olsztyn. Guidelines for animal experiments followed EU Directive 2010/63/EU.

## Author Contributions

MA acquired, analyzed, interpreted the data, and wrote the manuscript. KW acquired, analyzed the data, revised, and edited the manuscript. JO performed the immunohistochemistry staining. JC-F conducted the data analysis and interpretation of data and revised the manuscript. DM performed the immunohistochemistry staining. GK revised and edited the manuscript. AG conceptualized and designed the study, acquired the funding, participated in the acquisition, analysis, interpretation of the data, and wrote and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[B1] BarlanA. U.GriffinT. M.McGuireK. A.WiethoffC. M. (2011). Adenovirus membrane penetration activates the NLRP3 inflammasome. *J. Virol.* 85 146–155. 10.1128/JVI.01265-10 20980503PMC3014182

[B2] BillonC.MurrayM. H.AvdagicA.BurrisT. P. (2019). RORγ regulates the NLRP3 inflammasome. *J. Biol. Chem.* 294 10–19. 10.1074/jbc.AC118.002127 30455347PMC6322869

[B3] BlüherM. (2019). Obesity: global epidemiology and pathogenesis. *Nat. Rev. Endocrinol.* 15 288–298. 10.1038/s41574-019-0176-8 30814686

[B4] BodenG. (2002). Interaction between free fatty acids and glucose metabolism. *Curr. Opin. Clin. Nutr. Metab. Care* 5 545–549. 10.1097/00075197-200209000-00014 12172479

[B5] BrennanF. H.JogiaT.GillespieE. R.BlomsterL. V.LiX. X.NowlanB. (2019). Complement receptor C3aR1 controls neutrophil mobilization following spinal cord injury through physiological antagonism of CXCR2. *JCI Insight* 4:e98254. 10.1172/jci.insight.98254 31045582PMC6538362

[B6] CaubleR.HamadS.HerringE.LichtenwalterC.McGuireC.DridiS. (2018). Leptin activates NLRP3 inflammasome-associated with Type II diabetes and obesity. *Adv. Food Technol. Nutr. Sci. Open J.* 4 e13–e16. 10.17140/AFTNSOJ-4-e016

[B7] Chaves de SouzaJ. A.NogueiraA. V. B.Chaves de SouzaP. P.KimY. J.LoboC. S.Pimentel Lopes de OliveiraG. J. (2013). SOCS3 expression correlates with severity of inflammation, expression of proinflammatory cytokines, and activation of STAT3 and P38 MAPK in LPS-induced inflammation in vivo. *Mediators Inflamm.* 2013:650812. 10.1155/2013/650812 24078776PMC3775441

[B8] ChuS. Y.KimS. Y.LauJ.SchmidC. H.DietzP. M.CallaghanW. M. (2007). Maternal obesity and risk of stillbirth: a metaanalysis. *Am. J. Obstet. Gynecol.* 197 223–228. 10.1016/j.ajog.2007.03.027 17826400

[B9] CsárdiG.NepuszT. (2006). The igraph software package for complex network research. *InterJournal Complex Syst.* 1695:1695.

[B10] CzechM. P. (2020). Mechanisms of insulin resistance related to white, beige, and brown adipocytes. *Mol. Metab.* 34 27–42. 10.1016/j.molmet.2019.12.014 32180558PMC6997501

[B11] DavisB. K.WenH.TingJ. P.-Y. (2011). The inflammasome NLRs in immunity, inflammation, and associated diseases. *Annu. Rev. Immunol.* 29 707–735. 10.1146/annurev-immunol-031210-101405 21219188PMC4067317

[B12] De NardoD.LatzE. (2011). NLRP3 inflammasomes link inflammation and metabolic disease. *Trends Immunol.* 32 373–379. 10.1016/j.it.2011.05.004 21733753PMC3151541

[B13] DonadoC. A.CaoA. B.SimmonsD. P.CrokerB. A.BrennanP. J.BrennerM. B. (2020). A two-cell model for IL-1β release mediated by death-receptor signaling. *Cell Rep.* 31:107466. 10.1016/j.celrep.2020.03.030 32268091PMC7192215

[B14] FuS.LiuL.HanL.YuY. (2017). Leptin promotes IL-18 secretion by activating the NLRP3 inflammasome in RAW 264.7 cells. *Mol. Med. Rep.* 16 9770–9776. 10.3892/mmr.2017.7797 29039567

[B15] GalvãoA.HenriquesS.PestkaD.LukasikK.SkarzynskiD.Maria MateusL. (2012). Equine luteal function regulation may depend on the interaction between cytokines and vascular endothelial growth factor: an in vitro study. *Biol. Reprod.* 86:187. 10.1095/biolreprod.111.097147 22492973

[B16] GalvãoA.TramontanoA.RebordãoM. R.AmaralA.BravoP. P.SzóstekA. (2014). Opposing roles of leptin and ghrelin in the equine Corpus luteum regulation: an in vitro study. *Mediators Inflamm.* 2014:e682193. 10.1155/2014/682193 25125800PMC4122068

[B17] GuglielmoA.SabraA.ElberyM.CerveiraM. M.GhenovF.SunaseeR. (2017). A mechanistic insight into curcumin modulation of the IL-1β secretion and NLRP3 S-glutathionylation induced by needle-like cationic cellulose nanocrystals in myeloid cells. *Chem. Biol. Interact.* 274 1–12. 10.1016/j.cbi.2017.06.028 28669709

[B18] GuoQ.-J.ShanJ.XuY.-F.HuY.-Y.HuoC.-L.SongJ.-Y. (2020). Pioglitazone metformin complex improves polycystic ovary syndrome comorbid psychological distress via inhibiting NLRP3 inflammasome activation: a prospective clinical study. *Mediators Inflamm.* 2020:3050487. 10.1155/2020/3050487 32410849PMC7204303

[B19] GurungP.AnandP. K.MalireddiR. K.Vande WalleL.Van OpdenboschN.DillonC. P. (2014). FADD and caspase-8 mediate priming and activation of the canonical and noncanonical Nlrp3 inflammasomes. *J. Immunol. (Baltimore, Md. 1950)* 192 1835–1846. 10.4049/jimmunol.1302839 24453255PMC3933570

[B20] HasegawaA.MochidaK.InoueH.NodaY.EndoT.WatanabeG. (2016). High-Yield superovulation in adult mice by anti-inhibin serum treatment combined with estrous cycle synchronization. *Biol. Reprod.* 94:21. 10.1095/biolreprod.115.134023 26632610

[B21] HeD.LiuL.WangY.ShengM. (2020). A novel genes signature associated with the progression of polycystic ovary syndrome. *Pathol. Oncol. Res. POR* 26 575–582. 10.1007/s12253-019-00676-3 31278444

[B22] HeY.ZengM. Y.YangD.MotroB.NúñezG. (2016b). NEK7 is an essential mediator of NLRP3 activation downstream of potassium efflux. *Nature* 530 354–357. 10.1038/nature16959 26814970PMC4810788

[B23] HeY.HaraH.NúñezG. (2016a). Mechanism and regulation of NLRP3 inflammasome activation. *Trends Biochem. Sci.* 41 1012–1021. 10.1016/j.tibs.2016.09.002 27669650PMC5123939

[B24] HotamisligilG. S.ErbayE. (2008). Nutrient sensing and inflammation in metabolic diseases. *Nat. Rev. Immunol.* 8 923–934. 10.1038/nri2449 19029988PMC2814543

[B25] HouY.-J.ZhuC.-C.DuanX.LiuH.-L.WangQ.SunS.-C. (2016). Both diet and gene mutation induced obesity affect oocyte quality in mice. *Sci. Rep.* 6:18858. 10.1038/srep18858 26732298PMC4702149

[B26] HughesM. M.O’NeillL. A. J. (2018). Metabolic regulation of NLRP3. *Immunol. Rev.* 281 88–98. 10.1111/imr.12608 29247992

[B27] HughesM. M.HooftmanA.AngiariS.TummalaP.ZaslonaZ.RuntschM. C. (2019). Glutathione transferase omega-1 regulates NLRP3 inflammasome activation through NEK7 deglutathionylation. *Cell Rep.* 29 151–161.e5. 10.1016/j.celrep.2019.08.072 31577945

[B28] IikuniN.LamQ. L. K.LuL.MatareseG.La CavaA. (2008). Leptin and inflammation. *Curr. Immunol. Rev.* 4 70–79. 10.2174/157339508784325046 20198122PMC2829991

[B29] IyerS. S.HeQ.JanczyJ. R.ElliottE. I.ZhongZ.OlivierA. K. (2013). Mitochondrial cardiolipin is required for Nlrp3 inflammasome activation. *Immunity* 39 311–323. 10.1016/j.immuni.2013.08.001 23954133PMC3779285

[B30] JainA.Irizarry-CaroR. A.McDanielM. M.ChawlaA. S.CarrollK. R.OvercastG. R. (2020). T cells instruct myeloid cells to produce inflammasome-independent IL-1β and cause autoimmunity. *Nat. Immunol.* 21 65–74. 10.1038/s41590-019-0559-y 31848486PMC6927526

[B31] JoE.-K.KimJ. K.ShinD.-M.SasakawaC. (2016). Molecular mechanisms regulating NLRP3 inflammasome activation. *Cell. Mol. Immunol.* 13 148–159. 10.1038/cmi.2015.95 26549800PMC4786634

[B32] JungheimE. S.SchoellerE. L.MarquardK. L.LoudenE. D.SchafferJ. E.MoleyK. H. (2010). Diet-Induced obesity model: abnormal oocytes and persistent growth abnormalities in the offspring. *Endocrinology* 151 4039–4046. 10.1210/en.2010-0098 20573727PMC2940512

[B33] KarlssonC.LindellK.SvenssonE.BerghC.LindP.BilligH. (1997). Expression of functional leptin receptors in the human ovary. *J. Clin. Endocrinol. Metab.* 82 4144–4148. 10.1210/jcem.82.12.4446 9398729

[B34] KimS. R.LeeY. C.KimH. J.KimS. H. (2015). Activation of NLRP3 inflammasome is regulated by mitochondrial ROS via PI3K-HIF-VEGF pathway in acute lung injury. *Eur. Respir. J.* 46(Suppl. 59):A3026. 10.1183/13993003.congress-2015.PA3026

[B35] KrebsM.RodenM. (2005). Molecular mechanisms of lipid-induced insulin resistance in muscle, Liver and Vasculature. *Diabetes Obes. Metab.* 7 621–632. 10.1111/j.1463-1326.2004.00439.x 16219006

[B36] KyrönlahtiA.VetterM.EulerR.BielinskaM.JayP. Y.AnttonenM. (2011). GATA4 deficiency impairs ovarian function in adult mice. *Biol. Reprod.* 84 1033–1044. 10.1095/biolreprod.110.086850 21248289PMC3080425

[B37] La CavaA. (2017). Leptin in inflammation and autoimmunity. *Cytokine* 98 51–58. 10.1016/j.cyto.2016.10.011 27916613PMC5453851

[B38] LamkanfiM. (2011). Emerging inflammasome effector mechanisms. *Nat. Rev. Immunol.* 11 213–220. 10.1038/nri2936 21350580

[B39] LamkanfiM.DixitV. M. (2014). Mechanisms and functions of inflammasomes. *Cell* 157 1013–1022. 10.1016/j.cell.2014.04.007 24855941

[B40] LiY.ZhengJ.-Y.LiuJ.-Q.YangJ.LiuY.WangC. (2016). Succinate/NLRP3 inflammasome induces synovial fibroblast activation: therapeutical effects of clematichinenoside AR on arthritis. *Front. Immunol.* 7:532. 10.3389/fimmu.2016.00532 28003810PMC5141240

[B41] LiuY.CaiY.LiuL.WuY.XiongX. (2018). Crucial biological functions of CCL7 in cancer. *PeerJ* 6:e4928. 10.7717/peerj.4928 29915688PMC6004300

[B42] LocheE.BlackmoreH. L.CarpenterA. A.BeesonJ. H.PinnockA.AshmoreT. J. (2018). Maternal diet-induced obesity programmes cardiac dysfunction in male mice independently of post-weaning diet. *Cardiovasc. Res.* 114 1372–1384. 10.1093/cvr/cvy082 29635288PMC6054211

[B43] MartineP.ChevriauxA.DerangèreV.ApetohL.GarridoC.GhiringhelliF. (2019). HSP70 Is a Negative regulator of NLRP3 inflammasome activation. *Cell Death Dis.* 10 1–11. 10.1038/s41419-019-1491-7 30874540PMC6420651

[B44] MartinonF.BurnsK.TschoppJ. (2002). The inflammasome: a molecular platform triggering activation of inflammatory caspases and processing of ProIL-beta. *Mol. Cell* 10 417–426. 10.1016/s1097-2765(02)00599-312191486

[B45] MartinonF.PétrilliV.MayorA.TardivelA.TschoppJ. (2006). Gout-Associated uric acid crystals activate the NALP3 inflammasome. *Nature* 440 237–241. 10.1038/nature04516 16407889

[B46] MentenP.ProostP.StruyfS.Van CoillieE.PutW.LenaertsJ. P. (1999). Differential induction of monocyte chemotactic protein-3 in mononuclear leukocytes and fibroblasts by interferon-alpha/beta and interferon-gamma reveals MCP-3 heterogeneity. *Eur. J. Immunol.* 29 678–685.1006408510.1002/(SICI)1521-4141(199902)29:02<678::AID-IMMU678>3.0.CO;2-J

[B47] MingeC. E.BennettB. D.NormanR. J.RobkerR. L. (2008). Peroxisome proliferator-activated receptor-gamma agonist rosiglitazone reverses the adverse effects of diet-induced obesity on oocyte quality. *Endocrinology* 149 2646–2656. 10.1210/en.2007-1570 18276752

[B48] MitomaH.HanabuchiS.KimT.BaoM.ZhangZ.SugimotoN. (2013). The DEAH Box RNA helicase DHX33 senses cytosolic RNA and activates the NLRP3 inflammasome. *Immunity* 39 123–135. 10.1016/j.immuni.2013.07.001 23871209PMC3756931

[B49] Navarro-PandoJ. M.Alcocer-GómezE.Castejón-VegaB.Navarro-VillaránE.Condés-HervásM.Mundi-RoldanM. (2021). Inhibition of the NLRP3 inflammasome prevents ovarian aging. *Sci. Adv.* 7:eabc7409. 10.1126/sciadv.abc7409 33523841PMC7775749

[B50] NigamS. K. (2018). The SLC22 transporter family: a paradigm for the impact of drug transporters on metabolic pathways, signaling, and disease. *Annu. Rev. Pharmacol. Toxicol.* 58 663–687. 10.1146/annurev-pharmtox-010617-052713 29309257PMC6225997

[B51] NteebaJ.GanesanS.KeatingA. F. (2014). Progressive obesity alters ovarian Folliculogenesis with impacts on pro-inflammatory and steroidogenic signaling in female mice. *Biol. Reprod.* 91:86. 10.1095/biolreprod.114.121343 25143355PMC4435031

[B52] NteebaJ.OrtinauL. C.PerfieldJ. W.KeatingA. F. (2013). Diet-Induced obesity alters immune cell infiltration and expression of inflammatory cytokine genes in mouse ovarian and peri-ovarian adipose depot tissues. *Mol. Reprod. Dev.* 80 948–958. 10.1002/mrd.22231 24038509

[B53] OdegaardJ. I.ChawlaA. (2008). Mechanisms of macrophage activation in obesity-induced insulin resistance. *Nat. Clin. Pract. Endocrinol. Metab.* 4 619–626. 10.1038/ncpendmet0976 18838972PMC3381907

[B54] Palazón-RiquelmeP.WorboysJ. D.GreenJ.ValeraA.Martín-SánchezF.PellegriniC. (2018). USP7 and USP47 deubiquitinases regulate NLRP3 inflammasome activation. *EMBO Rep.* 19:e44766. 10.15252/embr.201744766 30206189PMC6172458

[B55] PenziasA. S. (2012). Recurrent IVF failure: other factors. *Fertil. Steril.* 97 1033–1038. 10.1016/j.fertnstert.2012.03.017 22464759

[B56] PiccinniM.-P.VicentiR.LogiodiceF.FabbriR.KullolliO.PallecchiM. (2021). Description of the follicular fluid cytokine and hormone profiles in human physiological natural cycles. *J. Clin. Endocrinol. Metab.* 106 e721–e738. 10.1210/clinem/dgaa880 33247906PMC7823236

[B57] PyrillouK.BurzynskiL. C.ClarkeM. C. H. (2020). Alternative pathways of IL-1 activation, and its role in health and disease. *Front. Immunol.* 11:613170. 10.3389/fimmu.2020.613170 33391283PMC7775495

[B58] RobinsonM. W.HarmonC.O’FarrellyC. (2016). Liver immunology and its role in inflammation and homeostasis. *Cell. Mol. Immunol.* 13 267–276. 10.1038/cmi.2016.3 27063467PMC4856809

[B59] RobkerR. L. (2008). Evidence that obesity alters the quality of oocytes and embryos. *Pathophysiology* 15 115–121. 10.1016/j.pathophys.2008.04.004 18599275

[B60] RobkerR. L.WuL. L.-Y.YangX. (2011). Inflammatory pathways linking obesity and ovarian dysfunction. *J. Reprod. Immunol. XI Int. Congr. Reprod. Immunol.* 88 142–148. 10.1016/j.jri.2011.01.008 21333359

[B61] RostamtabarM.EsmaeilzadehS.KarkhahA.AmiriM.RahmaniA.BakoueiF. (2020). Elevated expression of IL-18 but not IL-1β gene is associated with NALP3 and AIM2 inflammasome in polycystic ovary syndrome. *Gene* 731:144352. 10.1016/j.gene.2020.144352 31935500

[B62] RuebelM. L.CotterM.SimsC. R.MoutosD. M.BadgerT. M.ClevesM. A. (2017). Obesity modulates inflammation and lipid metabolism oocyte gene expression: a single-cell transcriptome perspective. *J. Clin. Endocrinol. Metab.* 102 2029–2038. 10.1210/jc.2016-3524 28323970PMC5470765

[B63] RyanN. K.WoodhouseC. M.Van der HoekK. H.GilchristR. B.ArmstrongD. T.NormanR. J. (2002). Expression of leptin and its receptor in the murine ovary: possible role in the regulation of oocyte maturation. *Biol. Reprod.* 66 1548–1554. 10.1095/biolreprod66.5.1548 11967222

[B64] SamuelssonA.-M.MatthewsP. A.ArgentonM.ChristieM. R.McConnellJ. M.JansenE. H. J. M. (2008). Diet-Induced obesity in female mice leads to offspring hyperphagia, adiposity, hypertension, and insulin resistance: a novel murine model of developmental programming. *Hypertension (Dallas Tex. 1979)* 51 383–392. 10.1161/HYPERTENSIONAHA.107.101477 18086952

[B65] SanfinsA.RodriguesP.AlbertiniD. F. (2018). GDF-9 and BMP-15 direct the follicle symphony. *J. Assist. Reprod. Genet.* 35 1741–1750. 10.1007/s10815-018-1268-4 30039232PMC6150895

[B66] SchäferJ.StrimmerK. (2005). A shrinkage approach to large-scale covariance matrix estimation and implications for functional genomics. *Stat. Appl. Genet. Mol. Biol.* 4:Article32. 10.2202/1544-6115.1175 16646851

[B67] SchmidtR. L.LenzL. L. (2012). Distinct licensing of IL-18 and IL-1β secretion in response to NLRP3 inflammasome activation. *PLoS One* 7:e45186. 10.1371/journal.pone.0045186 23028835PMC3445464

[B68] ShannonP.MarkielA.OzierO.BaligaN. S.WangJ. T.RamageD. (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. *Genome Res.* 13 2498–2504. 10.1101/gr.1239303 14597658PMC403769

[B69] ShaoB.-Z.XuZ.-Q.HanB.-Z.SuD.-F.LiuC. (2015). NLRP3 inflammasome and its inhibitors: a review. *Front. Pharmacol.* 6:262. 10.3389/fphar.2015.00262 26594174PMC4633676

[B70] ShenH.-R.XuX.LiX.-L. (2021). Berberine exerts a protective effect on rats with polycystic ovary syndrome by inhibiting the inflammatory response and cell apoptosis. *Reprod. Biol. Endocrinol.* 19:3. 10.1186/s12958-020-00684-y 33407557PMC7789273

[B71] ShuvarikovA. A.DavisM. A.Esser-NobisK.GaleM. J. (2018). Mitochondrial SLC25 proteins interact with NLRP3 to regulate inflammasome function. *J. Immunol.* 200(Suppl. 1):115.8.

[B72] SmithP. K.KrohnR. I.HermansonG. T.MalliaA. K.GartnerF. H.ProvenzanoM. D. (1985). Measurement of protein using bicinchoninic acid. *Anal. Biochem.* 150 76–85. 10.1016/0003-2697(85)90442-73843705

[B73] SniderA. P.WoodJ. R. (2019). Obesity induces ovarian inflammation and reduces oocyte quality. *Reproduction (Cambridge, England)* 158 R79–R90. 10.1530/REP-18-0583 30999278

[B74] StienstraR.TackC. J.KannegantiT.-D.JoostenL. A. B.NeteaM. G. (2012). The inflammasome puts obesity in the danger zone. *Cell Metab.* 15 10–18. 10.1016/j.cmet.2011.10.011 22225872

[B75] TõzsérJ.BenkõS. (2016). Natural compounds as regulators of NLRP3 inflammasome-mediated IL-1β production. *Mediators Inflamm.* 2016:5460302. 10.1155/2016/5460302 27672241PMC5031844

[B76] TrabaJ.SackM. N. (2017). The role of caloric load and mitochondrial homeostasis in the regulation of the NLRP3 inflammasome. *Cell. Mol. Life Sci. CMLS* 74 1777–1791. 10.1007/s00018-016-2431-7 27942750PMC5391300

[B77] UyarA.TorrealdayS.SeliE. (2013). Cumulus and Granulosa cell markers of oocyte and embryo quality. *Fertil. Steril.* 99 979–997. 10.1016/j.fertnstert.2013.01.129 23498999PMC3866131

[B78] WangF.WangS.ZhangZ.LinQ.LiuY.XiaoY. (2017). Activation of NLRP3 inflammasome in the ovaries during the development and treatment of polycystic ovary syndrome. *Int. J. Clin. Exp. Pathol.* 10 5022–5030.

[B79] WangX.JiangW.YanY.GongT.HanJ.TianZ. (2014). RNA viruses promote activation of the NLRP3 inflammasome through a RIP1-RIP3-DRP1 signaling pathway. *Nat. Immunol.* 15 1126–1133. 10.1038/ni.3015 25326752

[B80] WaniK.AlHarthiH.AlghamdiA.SabicoS.Al-DaghriN. M. (2021). Role of NLRP3 inflammasome activation in obesity-mediated metabolic disorders. *Int. J. Environ. Res. Public Health* 18:511. 10.3390/ijerph18020511 33435142PMC7826517

[B81] WeberA. N. R.BittnerZ. A.ShankarS.LiuX.ChangT.-H.JinT. (2020). Recent insights into the regulatory networks of NLRP3 inflammasome activation. *J. Cell Sci.* 133:jcs248344. 10.1242/jcs.248344 33273068

[B82] WenH.GrisD.LeiY.JhaS.ZhangL.HuangM. T.-H. (2011). Fatty acid–induced NLRP3-ASC inflammasome activation interferes with insulin signaling. *Nat. Immunol.* 12 408–415. 10.1038/ni.2022 21478880PMC4090391

[B83] WildingM.CoppolaG.DaleB.Di MatteoL. (2009). Mitochondria and human preimplantation embryo development. *Reproduction (Cambridge, England)* 137 619–624. 10.1530/REP-08-0444 19176592

[B84] WolfA. J.ReyesC. N.LiangW.BeckerC.ShimadaK.WheelerM. L. (2016). Hexokinase is an innate immune receptor for the detection of bacterial peptidoglycan. *Cell* 166 624–636. 10.1016/j.cell.2016.05.076 27374331PMC5534359

[B85] WołodkoK.Castillo-FernandezJ.KelseyG.GalvãoA. (2021). Revisiting the impact of local leptin signaling in folliculogenesis and oocyte maturation in obese mothers. *Int. J. Mol. Sci.* 22:4270. 10.3390/ijms22084270 33924072PMC8074257

[B86] WołodkoK.WalewskaE.AdamowskiM.Castillo-FernandezJ.KelseyG.GalvãoA. (2020). Leptin resistance in the ovary of obese mice is associated with profound changes in the transcriptome of cumulus cells. *Cell. Physiol. Biochem.* 54 417–437. 10.33594/000000228 32348667

[B87] WuL. L.-Y.DunningK. R.YangX.RussellD. L.LaneM.NormanR. J. (2010). High-Fat diet causes lipotoxicity responses in cumulus–oocyte complexes and decreased fertilization rates. *Endocrinology* 151 5438–5445. 10.1210/en.2010-0551 20861227

[B88] YamaguchiA.HoriO.SternD. M.HartmannE.OgawaS.TohyamaM. (1999). Stress-Associated endoplasmic reticulum protein 1 (SERP1)/Ribosome-Associated membrane protein 4 (RAMP4) stabilizes membrane proteins during stress and facilitates subsequent glycosylation. *J. Cell Biol.* 147 1195–1204. 10.1083/jcb.147.6.1195 10601334PMC2168098

[B89] YangC.-C.WuC.-H.LinT.-C.ChengY.-N.ChangC.-S.LeeK.-T. (2021). Inhibitory effect of PPARγ on NLRP3 inflammasome activation. *Theranostics* 11 2424–2441. 10.7150/thno.46873 33500734PMC7797672

[B90] ZhangT.TsutsukiH.IslamW.OnoK.TakedaK.AkaikeT. (2021). ATP exposure stimulates glutathione efflux as a necessary switch for NLRP3 inflammasome activation. *Redox Biol.* 41:101930. 10.1016/j.redox.2021.101930 33740502PMC7995658

[B91] ZhangZ.WangF.ZhangY. (2019). Expression and contribution of NLRP3 inflammasome during the follicular development induced by PMSG. *Front. Cell Dev. Biol.* 7:256. 10.3389/fcell.2019.00256 31750302PMC6842944

[B92] ZhaoJ.LiY. (2012). Adenosine triphosphate content in human unfertilized oocytes, undivided zygotes and embryos unsuitable for transfer or cryopreservation. *J. Int. Med. Res.* 40 734–739. 10.1177/147323001204000238 22613437

[B93] ZhaoS.FernaldR. D. (2005). Comprehensive algorithm for quantitative real-time polymerase chain reaction. *J. Comput. Biol. A J. Comput. Mol. Cell Biol.* 12 1047–1064. 10.1089/cmb.2005.12.1047 16241897PMC2716216

[B94] ZhouR.TardivelA.ThorensB.ChoiI.TschoppJ. (2010). Thioredoxin-Interacting protein links oxidative stress to inflammasome activation. *Nat. Immunol.* 11 136–140. 10.1038/ni.1831 20023662

[B95] ZhuQ.KannegantiT.-D. (2017). Cutting edge: distinct regulatory mechanisms control proinflammatory cytokines IL-18 and IL-1β. *J. Immunol.* 198 4210–4215. 10.4049/jimmunol.1700352 28468974PMC5544497

How the deposited data were processed for this re-analysis (not part of the article)

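RNA sequencing of CCs was analysed in 34 libraries, 1 per mouse, of 16 C (3), 16 L (5), 4-week CD (5), 4-week HFD (5), 16-week CD (6), 16-week HFD (7) and low weight gainers on 16 weeks of HFD (3). The groups and replicate numbers were taken from the sample labels. The authors made the libraries with the Smart-seq2 oligo-dT method and Nextera XT and deposited 1 table of reads counted per gene and library. Its values are whole numbers, without normalization. Gene starts and ends are as in GRCm38, and the paper's text does not name the aligner or the counting program. The table has 25899 distinct symbols in 25965 entries. Entries that share a symbol were kept apart for the tests.

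The total counts ranged from 1104611 to 13207018 per library, with a mean of 4629692. By group the lowest and highest totals were 1789237 and 13207018 in 16 C, 1104611 and 8291016 in 16 L, 1363065 and 6608945 in 4-week CD, and 3945350 and 12641896 in 4-week HFD. They were 2257473 and 5729017 in 16-week CD, 1330297 and 5463108 in 16-week HFD, and 3950156 and 6744712 in the low weight gainers. A count of 0 in a library allows up to 3 reads at 95% confidence, and this limit covers counting error only. No replicate columns were identical among the 72 pairs checked within groups, and the smallest chi-square per degree of freedom between them was 3.26.

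Genes were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with the groups of the fit, robust quasi-likelihood F-test, two-sided), and called past a Benjamini-Hochberg adjusted p of 0.05. The comparisons were 16 L with 16 C, 4-week HFD with 4-week CD, 16-week HFD with 16-week CD, the low weight gainers with each 16-week group, and the interaction of diet and time. Each used the libraries of its own groups alone. Genes called in both 16 L and 4-week HFD were overlapped by direction, with Fisher's exact test on all genes tested in both. Genes that failed the filter were described by their counts and by a permutation test of the difference of mean log2(RPM + 1), where RPM is the read count scaled by the library total. A fold against a group with at most 3 counts in every library was computed against that floor.

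The lists of Figure 4 (NLRP3 genes, leptin genes, activators, glutathione metabolism and other regulators) were tested as sets with camera of limma 3.58.1 on log2 CPM (prior count 1, preset correlation 0.01), and with fry and an estimated correlation as alternatives. For Figure 4F the log2 fold change was the difference of mean log2(RPM + 1), the signs were compared between groups, and 10000 random lists matched on expression and exchanged labels served as references. For Figure 4D, partial correlations were computed with corpcor 1.6.10 over 31 genes on log2 counts normalized by the size factors of DESeq2 1.42.0, and Pearson and rank correlations within each experiment had permutation p-values (exact for the leptin libraries). Marker lists of macrophages and neutrophils, oocytes, cumulus expansion, granulosa, red blood cells, theca and stroma, and oviduct epithelium were also tested as sets. Further lists of oviduct and oocyte genes were written after the first were seen and before their own values were.

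The tests, groups, gene lists and most alternatives were fixed before the data were examined. The genes named are those the paper names for CCs, for each comparison the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold whose RPM do not overlap between the groups, and the marker genes. Gstm2 and Ovgp1 were named for 1 library after their values were seen. The alternatives were DESeq2, limma-voom with sample quality weights, RLE normalization, no filter or at least 10 counts in every library, all 34 libraries in one fit, an unadjusted p, an added minimum log2 fold change of 1, a pseudocount of 0.1, and leaving out each replicate in turn. The last was not done for the numbers of genes in 16-week HFD and in the interaction, nor for single genes in the low weight gainers. Corrections for GC content and transcript length (GENCODE M21, matched by symbol for 22686 entries and through an older symbol for 1917), a score on the first principal component of the 16-week CD libraries as a covariate, counts drawn down to the smallest library, a fit without the 50 most abundant genes, and leaving out each library for the marker lists, the mean RPM and the lower limit of Il1b were added later. Labels were exchanged in all splits of the libraries, or in at most 100 drawn with a fixed seed.

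The fits were tested on simulated data with 200 changed genes at a log2 fold change of 3. They recovered 67% of these in 16 L, 98% in 4-week HFD, 97.5% in 16-week HFD and 95% in the interaction, and 2.9%, 5.31%, 5.34% and 4.52% of the calls were false. These shares do not cover genes that failed the filter or smaller changes.

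The gene ontology analysis of Figure 4E was left out because no gene ontology annotation was at hand. The ELISA, western blot, PCR and histology data were not analysed here.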

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

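The tests of the library score, of depth and of GC content in the low weight gainers and in the interaction, of RNA from oviduct epithelium and from the oocyte, and of redrawn labels for the interaction were chosen only after the results were seen.

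In the groups of 5 to 7 libraries, 126 measures were examined for a library whose gap to the nearest of the others took more of the group's range than Dixon's 95% critical value allows. Chance gives about 6.3 such libraries, and 10 were found, so single ones among them carry little weight. In 4-week CD, replicate 2 had the fewest genes with a read, 13090, against 14820 in the nearest other library and 15350 at the far end. It also had the fewest counts of its group, 1363065. Without it 99 genes were past an adjusted p of 0.05 in 4-week HFD. In 16 L, mitochondrial genes took 4.71% of the counts of replicate 19, against 0.654% in the nearest other library and 0.435% at the far end, and without it 1603 genes were past the threshold in 16 L. No biological explanation was tested for either library.

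In 4-week HFD, replicate 14 had the lowest mean log2(RPM + 1) of the leptin genes, 5.52, where the nearest other library had 5.84 and the far end of the group was 5.90. The same library had a log2(RPM + 1) of Il1b of 1.79, where the nearest other library had 0.15 and the far end of the group was 0, from 31 reads. Replicate 13 of this group had the lowest value of Hif1a, 10.09, where the nearest other library had 10.31 and the far end of the group was 10.39. In 4-week CD, replicate 11 had the highest mean of the granulosa genes, 6.01, where the nearest other library had 5.63 and the far end of the group was 5.50, and without it 1700 genes were past the threshold. In 16 L, replicate 23 had the highest value of Nlrp3, 1.88, where the nearest other library had 0.20 and the far end of the group was 0, from 6 reads. For these libraries no technical or biological explanation was tested beyond the counts given.

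The mean log2(RPM + 1) of the glutathione genes in 16 L replicate 18 was 5.31, where the nearest other library had 3.85 and the far end of the group was 3.64. That of the oocyte genes in the same library was 1.19, where the nearest other library had 0.49 and the far end of the group was 0.32. Gstm2 had 20836 counts, or 3107 RPM, there and at most 178 RPM in the other libraries, and Ovgp1, an oviduct glycoprotein gene, had 29270 RPM against at most 2196 RPM. The other glutathione genes did not all follow, since Gpx3 had 45.2 RPM there and up to 741 RPM in the other 16 L libraries. Depth does not separate this library, which had 6706288 counts. A candidate source is RNA from oviduct epithelium. Of 7 markers of that tissue whose values had not been looked at before, 7 were highest of all 34 libraries in this one, with a probability of 1.9e-11 by chance if the markers were independent. Krt19 had 234 RPM against at most 28.1 RPM elsewhere, and Krt7 had 108 against 12.7 RPM. The highest values elsewhere of Ovgp1, Krt19 and Krt7 were in 16 L replicate 21. The summed RPM of the markers was 3.26 in 16 L replicate 19, 48.6 in 20, 77.0 in 21 and 18.7 in 23, and at most 2.88 in 16 C, so they were raised in further 16 L libraries as well. Of these markers 0 had a read in all 16 C libraries and 6 in at least 1. The summed RPM of the cumulus expansion genes was 37.0 in this library and 550.4 to 1262 in the other 16 L libraries, and that of the granulosa genes 910.3 against 3097 to 3378. Its red blood cell genes summed to 9805 RPM, where replicate 21 had 2549 RPM and 16 C at most 19.3 RPM, and its theca and stroma genes to 1428 RPM, so RNA of further cell types is also possible. An effect of leptin stays open and was not tested.

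The mean log2(RPM + 1) of the oocyte genes in 4-week HFD replicate 5 was 4.11, where the nearest other library had 0.29 and the far end of the group was 0.080. A candidate source is RNA from the oocyte, from which CCs are separated. Of 10 further oocyte markers with a count, whose values had not been looked at before, 8 were highest of all 34 libraries in this one (probability 2.39e-11 by chance if the markers were independent). H1foo had 202 RPM against at most 5.07 RPM elsewhere, and Tcl1 had 134 against 7.16 RPM. Of the first list, whose values had been seen, Gdf9 had 167 against 4.40 RPM. Not every abundant oocyte gene followed. Zp3, of the first list, had 1.48 RPM there and up to 4.18 RPM elsewhere, and Npm2 1.72 and 3.41 RPM. Of the 11 genes of this list 3 had a read in at least 1 library of 16 C and 0 in all of them. Without this library 22 genes were past the threshold in 4-week HFD. An effect of diet in 1 mouse was not tested.

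The effect of HFD differed between 16 and 4 weeks for 448 genes. When the diet labels were redrawn within each time point, 1 of 100 draws gave as many genes, the real one included. A trend with GC content or transcript length was not the whole cause, since 400 of these genes remained past the threshold after it was removed and 827 were past it in all. The labels give no batch for the libraries of the time points. The first principal component of the 16-week CD libraries, which explains 64.0% of their variance, was used as a score of variation that no treatment explains. With this score as a covariate 126 of the genes remained, and 179 were past the threshold in all. The score lay between -0.85 and -0.44 in 16-week HFD and between -0.78 and 1.00 in 16-week CD (two-sided exact permutation test, p = 0.0297). It thus differs with the diet at 16 weeks, so a batch and an effect of the diet cannot be told apart for these genes. The duration of the diet stays open as an untested biological explanation.

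Low weight gainers are a group that the paper does not report on. Against 16-week HFD, 2330 of 11258 genes were past the threshold, 1212 higher and 1118 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1 of 100 splits of these libraries gave as many. The libraries of the groups did not overlap for 18.5% of the genes, where chance gives 1.67%. Different depth was not the whole cause, since 1614 of the genes remained with every library drawn down to the smallest. Across genes, the log2 fold change correlated with GC content at 0.498, and at 0.0815 after the trend was removed in each library. Then 725 of the genes remained and 954 were past the threshold in all, so a technical trend of this kind may account for most of the genes, and not for all of them. With the library score as a covariate 72 remained and 79 were past the threshold in all. The score of 3 of 3 low weight gainers lay above that of every 16-week HFD library, so this variation and the weight gain cannot be told apart. Leaving out 1 library moved the number to 596 (without low weight gainer replicate 23) or 2732 (without 16-week HFD replicate 6). The largest changes among genes whose groups did not overlap were in Mospd3 (log2 fold change 3.78), Trim30b (3.70) and Epha2 (3.00), and in Gprin3 (-2.87), Rgs13 (-2.68) and Olfr1251 (-2.53). A difference in weight gain stays open as an untested biological explanation.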

How the results depend on the processing

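The fits with a correction for GC content and length, with the library score, at equal depth and without the most abundant genes were added after the data were seen, and apart from those for GC content and length and for depth in 16 L they were chosen only after the results were seen. The number of genes past the threshold depended on the tool and on the libraries in the fit, and except where it is given the cause was not tested. The numbers with edgeR were 1004 in 16 L, 499 in 4-week HFD, 3 in 16-week HFD, 1 in the low weight gainers against 16-week CD and 2330 against 16-week HFD, 448 for the interaction of diet and time and 3 for the genes changed in the same direction in 16 L and 4-week HFD. With DESeq2 they were, for the same comparisons except the low weight gainers against 16-week HFD, 2382, 1292, 1130, 226, 1160 and 24. With limma-voom and sample quality weights they were 7474, 4052, 5, 214, 2289 and 629. With all 34 libraries in one fit they were 4384, 69, 1258, 7, 487 for the low weight gainers against 16-week HFD, 157 and 0. At an unadjusted p under 0.05 they were 3798, 2845, 2748, 1299, 4083, 2863 and 146, and with DESeq2 at an unadjusted p 4174, 3485, 3402, 1772, 4335, 3315 and 185, since this threshold is the more lenient by construction. Without the filter on low counts the number was 504 in 16 L, 13 in 16-week HFD and 1 for the shared direction. With at least 10 counts in every library, which leaves fewer genes to test, it was 0 in 16-week HFD and 0 in the low weight gainers against 16-week CD, where 2748 and 1299 had an unadjusted p under 0.05 with the usual filter. With an absolute log2 fold change of at least 1 required as well, 1214 genes were left in the low weight gainers against 16-week HFD. With RLE in place of TMM normalization each of these numbers stayed within 1.5 times its value, as did that of the low weight gainers against 16-week HFD with DESeq2 and with limma-voom.

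With the trend on GC content and length removed the number was 595 in 16 L, 954 in the low weight gainers against 16-week HFD and 827 for the interaction. With the library score as a covariate it was 2238 in 16 L, a fit that rests on 16 L replicate 18, 1 in 16-week HFD (unadjusted p under 0.05: 999), 79 in the low weight gainers against 16-week HFD and 179 for the interaction. Drawn down to equal depth the number was 1022 in 16 L and 1783 in the low weight gainers against 16-week HFD, and without the 50 most abundant genes it was 1078 in 16 L, within 1.5 times the value in each case. The share of the called genes that were higher in 16 L also moved, from 47.4% to 60.5% with DESeq2, 62% with all libraries in one fit and 33.5% without the filter, so no direction prevailed in 16 L under every setting.

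With each library left out in turn, which leaves fewer samples, the number of genes ranged from 30 to 4635 in 16 L over 8 fits (without 16 C replicate 1 and without 16 L replicate 18). It ranged from 8 to 1700 in 4-week HFD (without 4-week CD replicate 8 and without 4-week CD replicate 11), from 0 to 1 in the low weight gainers against 16-week CD, where only the fit without 16-week CD replicate 2 kept a gene, and from 596 to 2732 against 16-week HFD (without low weight gainer replicate 23 and without 16-week HFD replicate 6). For the genes changed in the same direction in 16 L and 4-week HFD it ranged from 0 to 14 (without 16 L replicate 20, among others, and without 16 L replicate 18).

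Of the 15 tests of gene lists, only that of the leptin genes in 16 L passed the threshold under an alternative, fry, at a mean log2 fold change of -0.48. The direction of a list's mean turned for the other regulators in 4-week HFD without the filter on low counts (-0.015). Single libraries turned further directions. The range over the fits that each left out 1 library was -0.71 (without 16 L replicate 18) to 0.73 (without 16 L replicate 20) for glutathione metabolism in 16 L. In 4-week HFD it was -0.073 (without 4-week HFD replicate 14) to 0.26 (without 4-week CD replicate 1) for the NLRP3 genes and -0.080 (without 4-week CD replicate 2) to 0.13 (without 4-week CD replicate 7) for the other regulators. In 16-week HFD it was -0.19 (without 16-week CD replicate 5) to 0.20 (without 16-week CD replicate 9) for the leptin genes and -0.20 (without 16-week CD replicate 8) to 0.085 (without 16-week HFD replicate 11) for the activators. The means of the other lists kept their direction in every fit that left out 1 library.

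The number of Figure 4F genes with the same sign in 16 L and 16-week HFD was 7, against 13 with edgeR's log2 fold change without the filter, 12 with TMM-scaled RPM, and 11 with all genes whose symbol starts with Gpx, Gst or Mgst, where more genes are counted. Leaving out 1 library gave 5 to 9. For 16 L and 4-week HFD the number was 21, and it ranged from 19 to 25 over the fits that left out 1 library. With 1 library left out, 5 to 6 links of Figure 4D had a Pearson correlation over 0.9 within an experiment and 0 a partial one. Of the links of Figure 4D, 0 had a partial correlation over 0.9, and 4 a Pearson correlation over it across the 18 libraries. Within the experiments the number was 5 with Pearson, 2 with Spearman's rank correlation and 1 after the group means were removed, where differences between the groups no longer enter.

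For single genes, 142 values were computed under other settings. Of these 114 kept their direction and side of the threshold, 7 were no longer past it, 19 came past it and 2 changed direction. Those that changed direction were Casp1 in 4-week HFD with log2(RPM + 0.1), at 0.42, and Il18 in 4-week HFD with limma-voom, at -0.15. Of 294 values with 1 library left out, 224 kept both, 58 were no longer past the threshold, 6 came past it and 6 changed direction. In 4-week HFD the range was -0.18 (without 4-week CD replicate 2) to 0.24 (without 4-week CD replicate 11) for Casp1, -0.69 (without 4-week HFD replicate 14) to 0.050 (without 4-week CD replicate 8) for Il1b and -0.034 (without 4-week HFD replicate 14) to 0.80 (without 4-week CD replicate 1) for Il18. For 4 genes under DESeq2 no adjusted p was given by the tool, and these values were left out. No paired analysis was possible because the groups compared share no replicate numbers. The depth limits the genes with few reads. Nlrp3 had 0 reads in every library of the 4-week experiment, so neither its presence nor a change was measurable there within the 0.237 to 2.2 RPM that a count of 0 allows.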

Differences from the paper's values

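The alternatives named here were set before the data were examined unless stated otherwise.

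For 16 L the paper's number of differentially expressed genes is 2026, and 1004 genes were past an adjusted p of 0.05 with edgeR. Of the alternatives, DESeq2 (2382 genes) and the fit without 16 L replicate 19 (1603) came within 1.5 times the paper's number, and the others set before the data were seen did not. With the library score as a covariate, an alternative chosen after the values were seen, there were 2238, but that fit rests on 16 L replicate 18, the only library of 16 L with a score in the range of 16 C, so it is not counted as closing the gap. For 4-week HFD the paper's number is 997, against 499. DESeq2 (1292 genes) came within 1.5 times of it, and the others did not. For the genes changed in the same direction in both, the paper's number is 14, against 3. Without 16 L replicate 18 there were 14, of which 5 are genes of Figure 4C, and without 4-week CD replicate 11 there were 13, of which 6 are. The others did not come within 1.5 times of the paper's number. With DESeq2 there were 24, including 14 genes of Figure 4C, as there were with limma-voom (629 genes), at an unadjusted p under 0.05 (146) and with DESeq2 at an unadjusted p (185), each including 14.

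The paper's network has about 12 links in Fig. 4D, read by eye, with a correlation over 0.9. With shrinkage partial correlations 0 of these were over it. Since the shrinkage draws partial correlations towards 0, this does not decide against the links. None of the alternatives closed the gap. Pearson correlation across the 18 libraries gave 4. Within the experiments, Pearson correlation gave 5 in either of them.

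The paper's log2 fold change of Nlrp3 in 16 L is about 1 in Fig. 4B, read by eye, against a difference of mean log2(RPM + 1) of 0.42. With log2(RPM + 0.1) it was 1.22, within the replicate error of the paper's, and in edgeR without the filter it was 4.00, which was not. Since Nlrp3 had 0 reads in every 16 C library, these values are set by the pseudocount or the tool's prior count, and the data give no fold to compare with the paper's. The paper's log2 fold change of Il1b in 16 L is about 3 in Fig. 4B, read by eye, against a fitted value of 5.83. Since every 16 C library had at most 3 counts, that value depends on the tool's prior count, and the data give a fold of at least 8.79 in RPM (5.66 without 16 L replicate 23 and 15.5 without 16 C replicate 1). The fitted value was 4.94 with limma-voom, which falls within the error of the paper's, and 5.80 with DESeq2, which like the other alternatives does not. Since all of them depend on how the tool treats counts at the floor, this does not tell the settings apart. Only the lower limit, 3.14 on the log2 scale, is free of this. It is on RPM scaled by total counts, where the median gene rose by 1 in 16 L, against 0.273 with TMM. No limit was computed with TMM, so 3.14 does not decide against the paper's value.

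The paper states that the NLRP3 genes were upregulated in 16 L. Nlrp3, Il1b, Casp1, Il18 and Pycard were all higher, and 0 of the 4 tested were past an adjusted p of 0.05 with edgeR, where 2 had an unadjusted p under 0.05. Il1b was past it with DESeq2, with all 34 libraries in one fit, with limma-voom and without 16 L replicate 18, and Casp1 and Pycard were with limma-voom. For the genes of Figure 4F the paper states a similar behavior in 16 L and 4-week HFD. Of these genes 19 had the opposite sign and 21 the same sign, and the latter number was not beyond that from exchanged labels (one-sided exact permutation test, p = 0.452). Against random lists matched on expression, with a median of 15, it lay at percentile 97.1. Of all expressed genes, 36.9% had the same sign. Figure 4C lists Serp1 among the genes higher in both 16 L and 4-week HFD. In 16 L its log2 fold change was 1.77, higher than in all 16 C libraries in 5 of 5 libraries, and not past the threshold with edgeR. It was past it with DESeq2, limma-voom, all libraries in one fit and without 16 L replicate 18. The paper states that Ddx5, Hif1a and Adam9 were upregulated in early obesity and Ccl7 overexpressed in late obesity. Their log2 fold changes were 0.72, 0.91, 1.41 and 2.91, and none was past the threshold with edgeR. DESeq2 called each of them, limma-voom called Ddx5, Hif1a and Adam9, the fit without 4-week CD replicate 11 called Hif1a and Adam9, and the fit of all 34 libraries called Ccl7. The paper also names C3ar1 (log2 fold change 1.40 in 16-week HFD), which DESeq2 called and edgeR did not. The edgeR fit without 16-week CD replicate 9 called both Ccl7 and C3ar1. The paper links Socs3 to Il1b. Their correlation was 0.00717 in the leptin libraries and 0.347 in the 4-week libraries.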

Other observations

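The tests of the library score, of the most abundant genes, of the lists of Figure 4 under other splits and of redrawn labels for the overlap were chosen only after the results were seen.

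The 1004 genes changed in 16 L were examined for technical explanations. Of the 56 splits of the 8 libraries, 2 gave as many genes, the real one included. The other one set 16 L replicates 20, 21 and 23 against 16 L replicates 18 and 19 and the 16 C libraries and gave 1902 genes. Different depth was not the whole cause, since 804 of the genes remained with every library drawn down to 1104611 counts. A few abundant genes were not either, since 976 remained without the 50 most abundant genes, 21 of which were among the calls. Across genes, the log2 fold change correlated with GC content at 0.314 and with log2 transcript length at 0.0531. After the trend was removed in each library, 488 of the genes remained and 595 were past the threshold in all. A technical trend of this kind may therefore account for part of the genes, and not for all of them. The score on the first principal component of the 16-week CD libraries, a set that holds no leptin library, lay above that of every 16 C library in 4 of 5 libraries of 16 L (two-sided exact permutation test, p = 0.0893). It was -0.66 in replicate 18 and -0.71 to -0.63 in 16 C. The component correlated with the 16 L change across genes at 0.591, and 7 of 56 splits gave a correlation as large. With the score as a covariate 428 of the genes remained and 2238 were past the threshold in all. These numbers decide nothing, since with the score held fixed the comparison rests on replicate 18 against 16 C. High scores also occurred without leptin, at 0.50 to 0.75 in 4-week CD and 0.48 to 0.63 in 4-week HFD. In 16-week CD, replicates 1 and 2 had 1.00 and 0.92, and the other libraries of that group -0.78 to -0.33. Within the leptin experiment the score follows the treatment in all but replicate 18, and the labels give no batch. This variation and the leptin treatment therefore cannot be told apart. The leptin treatment stays open as an explanation that was not tested against it.

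Of the 100 splits drawn in the 4-week experiment, 1 gave as many genes as the 499 observed, the real one included. Of 100 draws with redrawn labels in both experiments, 1 gave as many as the 3 genes changed in the same direction. Redrawn labels gave a median of 0 genes in each experiment, which leaves little to overlap. The draws therefore do not test whether a shared direction goes beyond chance. Since 0 lists of Figure 4 were past the threshold, and 0 at an unadjusted p under 0.05, every split gave as many, 56 of 56 in 16 L, 100 of 100 in 4-week HFD and 100 of 100 in 16-week HFD.

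In 16-week HFD 3 genes were past the threshold, and 1 of 100 splits gave as many, the real one included. One hypothesis was that variation between library batches hid further genes. With the score as a covariate 1 gene was past the threshold and 999 had an unadjusted p under 0.05, so adjusting for the score did not bring out further genes. The score itself differed between 16-week HFD and CD (two-sided permutation test, p = 0.0297). For Figure 4F, the signs in 16 L and 16-week HFD were opposite for 27 of the labelled genes in fits without the score and for 22 with it, while those with the same sign rose from 13 to 18. For 16 L and 4-week HFD those with the same sign went from 22 to 19. Since the score also follows the treatment in 16 L, this variation and the treatment cannot be told apart for the genes of Figure 4F.

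The NLRP3 genes that were higher in 16 L are also expressed by immune cells. RNA from macrophages or neutrophils in these libraries is a candidate source. The 11 markers tested had a mean log2 fold change of 1.49 in 16 L, with 10 of them higher and a mean of 3.15 without 16 C replicate 2, and as a set they were not past the threshold (limma's camera, two-sided, adjusted p = 0.160), nor were they under fry. Their summed RPM was 537, 125, 1747, 419 and 1922 in 16 L replicates 18, 19, 20, 21 and 23, and 108, 528 and 97.9 in 16 C replicates 1, 2 and 3. The most abundant of them, Lyz2, had 917 RPM in 16 L replicate 20, 1140 in replicate 23 and 345 in 16 C replicate 2. Of the 12 markers 8 had a read in all 16 C libraries and 12 in at least 1, so reads of these genes are not limited to the 16 L libraries. Casp1 and Pycard were highest of all libraries in 16 L replicate 18, at 17.15 and 50.25 RPM, as were the markers of oviduct epithelium. RNA from that tissue is therefore a further possible source for both, which was not tested. In that library Il1b had 0 reads, and Il18 was highest in replicate 19. With so few libraries, RNA from other cells and an effect of leptin on CCs cannot be told apart for the NLRP3 genes.

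The lists of marker genes were tested in every comparison in which at least 2 of their genes passed the filter, and adjusted together (limma's camera, two-sided). Against 16-week CD, the macrophage and neutrophil genes were higher in the low weight gainers (mean log2 fold change 1.17, 11 of 11 genes higher, adjusted p = 0.00138) and the cumulus expansion genes lower (-1.38, or -1.31 with genes at the floor set to their bound, 0 of 7 higher, adjusted p = 0.0101). Under fry the latter had an unadjusted p of 0.00540 and the former of 0.0554, so the former was not past 0.05 there. The granulosa genes had a mean of -0.53 and the red blood cell genes of 1.80 there (0.19 without low weight gainer replicate 22 and 2.70 without 16-week CD replicate 1), not past the threshold. No explanation of these differences was tested. No list was past it in the other comparisons, where at an unadjusted p under 0.05 there were the cumulus expansion genes (-0.89) and the second list of oviduct genes in 16 L, the macrophage and neutrophil genes in 16-week HFD (0.69) and the cumulus expansion genes in the low weight gainers against 16-week HFD (-0.83). In 16 L the means were 0.059 for granulosa and 7.73 for red blood cell genes (5.00 without 16 L replicate 18 and 10.94 without 16 C replicate 2). For the oviduct genes they were 6.49 (4.66 with genes at the floor set to their bound) for the first list and 6.81 (4.87) for the second. Without 16 L replicate 18 they were 3.65 and 3.24, from the 1 and 2 genes that then passed the filter, and the second was 9.89 without 16 C replicate 2. In 4-week HFD the means were -0.13 for macrophage and neutrophil, -0.027 for cumulus expansion and 0.31 for granulosa genes, where the first was 0.35 without 4-week CD replicate 11 and the second 0.094 without 4-week CD replicate 2. In 16-week HFD they were -0.24 for cumulus expansion, -0.39 for granulosa and 2.71 for red blood cell genes, the last 0.84 without 16-week HFD replicate 10. In the low weight gainers against 16-week HFD they were 0.57 for macrophage and neutrophil, -0.16 for granulosa, -0.075 for red blood cell and -0.74 for theca and stroma genes. Of these the last was -3.79 without low weight gainer replicate 22, and that of the red blood cell genes ranged from -2.06 without the same library to 1.87 without 16-week HFD replicate 10. The oocyte lists had fewer than 2 genes tested in every comparison. The numbers of list genes with a read in all 16 C libraries were 7 of 8 for cumulus expansion, 7 of 8 for granulosa, 1 of 3 for red blood cells, 1 of 6 for theca and stroma, 2 of 5 for the first oviduct list and 0 of 9 for the first oocyte list.

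In the low weight gainers against 16-week CD, 1 of 11620 genes was past the threshold and 1299 had an unadjusted p under 0.05. This was Phactr2 (log2 fold change 2.97, standard error 0.362, adjusted p = 0.0367, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), above all CD libraries in 3 of 3. Of the 84 splits of these libraries, 8 gave as many genes, the real one included. In the other 7, 16-week CD replicates 1 and 2 were together in the group of 3, and these gave 392 to 2110 genes. No further split gave a gene, so the number of splits reflects this pair of CD libraries. The scores of these CD libraries were 1.00 and 0.92, against -0.78 to -0.33 in the other 16-week CD libraries.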
